# Alteration of long- and short-term hematopoietic stem cell ratio causes myeloid-biased hematopoiesis

**DOI:** 10.7554/eLife.95880

**Published:** 2025-08-27

**Authors:** Katsuyuki Nishi, Taro Sakamaki, Akiomi Nagasaka, Kevin Shuolong Kao, Kay Sadaoka, Masahide Asano, Nobuyuki Yamamoto, Akifumi Takaori-Kondo, Masanori Miyanishi

**Keywords:** long-term hematopoietic stem cell, short-term hematopoietic stem cell, self-renewal, myeloid bias, aging, Mouse

## Abstract

Myeloid-biased hematopoiesis is a well-known age-related alteration. Several possibilities, including myeloid-biased hematopoietic stem cell (HSC) clones, may explain this. However, the precise mechanisms remain controversial. Utilizing the Hoxb5 reporter system to prospectively isolate long-term HSCs (LT-HSCs) and short-term HSCs (ST-HSCs), we found that young and aged LT-HSCs co-transplanted into the same recipients demonstrated nearly equivalent myeloid lineage output, contrary to the theory of myeloid-biased HSC clones. Transcriptomics indicated no significant myeloid gene enrichment in aged LT-HSCs compared to their young counterparts. Instead, transplanting reconstituted young HSCs with the ratio of LT/ST-HSCs seen in aged mice can significantly skew the lineage output to myeloid cells. In addition, while the niche environment in the bone marrow minimally affects myeloid-biased hematopoiesis, aged thymi and spleens substantially hinder lymphoid hematopoiesis, resulting in further myeloid domination. Thus, we demonstrate that myeloid-biased hematopoiesis in aged mice originates due to alteration of the ratio between LT-HSCs and ST-HSCs rather than in heterogeneous HSC clones with various cell fates.

## Introduction

Age-associated changes in individuals are deeply correlated with progressive attenuation of cellular functions in tissue stem cells of organs (Jones and Rando, 2011). In the hematopoietic system, hematopoietic stem cells (HSCs), which possess self-renewal capacity and multipotency (Spangrude et al., 1988; Weissman and Shizuru, 2008; Majeti et al., 2007), are responsible for various hematopoietic alterations with age, such as reduced self-renewal capacity (Morrison et al., 1996) and myeloid-biased hematopoiesis (Muller-Sieburg et al., 2004; Challen et al., 2010) due to their functional decline. For example, myeloid-biased hematopoiesis potentially reduces response to infections (Webster, 2000), reduces vaccination efficacy (Crooke et al., 2019), and increases myeloid malignancy (Rossi et al., 2008) in aged individuals. To comprehend these age-associated physiological changes, myeloid-biased hematopoiesis has been studied in considerable detail.

Based on the experimental observation that transplantation of aged HSCs exhibits more myeloid-biased differentiation in young recipient mice than transplantation of young HSCs, this phenotype has been thought to originate in cell-intrinsic changes in the HSC compartment (Geiger et al., 2013; de Haan and Lazare, 2018; Schultz and Sinclair, 2016). A myeloid-biased phenotype after aged HSC transplantation leads to the suggestion that myeloid-biased HSC clones selectively expand with age (Cho et al., 2008; Pang et al., 2011). Transcriptome and epigenetic analyses showing that a set of genes related to myeloid differentiation is significantly enriched in aged HSCs compared to young HSCs (Rossi et al., 2005; Grover et al., 2016) further supports this hypothesis.

On the other hand, some reports support a different point of view in light of experimental evidence showing that aged lymphoid-biased HSCs still demonstrate the same level of lymphopoiesis as their younger counterparts, despite exhibiting a myeloid-biased gene expression pattern (Montecino-Rodriguez et al., 2019). This result highlights the limitations of predicting a pattern of HSC differentiation based upon gene expression patterns. Moreover, myeloid progenitors such as granulocyte–macrophage progenitor (GMP) and common myeloid progenitor (CMP) should also increase with age if the selective expansion of myeloid-biased HSCs leads to an increase of myeloid cells in peripheral blood (PB). However, the increment of such progenitors with age was not consistently demonstrated in earlier research (Rossi et al., 2005; Rundberg Nilsson et al., 2016; Min et al., 2006). Additionally, a mathematical model demonstrated that aging had no effect on the daily production of CMP supplied from multipotent progenitors (MPPs) (Busch et al., 2015; Dorshkind et al., 2020).

As such, while selective expansion of myeloid-biased HSC clones is the most widely accepted hypothesis to explain myeloid-biased hematopoiesis in aging (Mejia-Ramirez and Florian, 2020; SanMiguel et al., 2020), other mechanisms may exist in light of the inconsistent cellular behavior of progenitor fractions relative to HSCs. To the best of our knowledge, no reports have analyzed kinetics of age-associated changes in HSCs, progenitors, and PB cells simultaneously. Therefore, we started our investigation by examining the correlation between age-related changes in PB and bone marrow (BM) to shed light on the mechanism underlying myeloid-biased hematopoiesis that occurs during aging.

## Results

### The discrepancy of age-associated alternation in PB and BM cells into question the existence of a myeloid-biased clone

Mouse HSC research on aging has used mice aged 18 months or older (Challen et al., 2010; Cho et al., 2008; Rossi et al., 2005; Grover et al., 2016; Montecino-Rodriguez et al., 2019; Rundberg Nilsson et al., 2016). However, given that continuous accumulation of cellular stress with age causes a gradual decline of cellular functions, a comprehensive analysis from young to old mice is necessary to unravel mechanisms by which age-associated, myeloid-biased hematopoiesis progresses. Hence, we analyzed changes in PB (Figure 1—figure supplement 1A) at multiple time points from young to old mice. These results showed that the percentage of myeloid cells began to change as early as 6 months in mice and continued to increase at a constant rate until the age of ≥23 months (Figure 1A).

**Figure 1.**
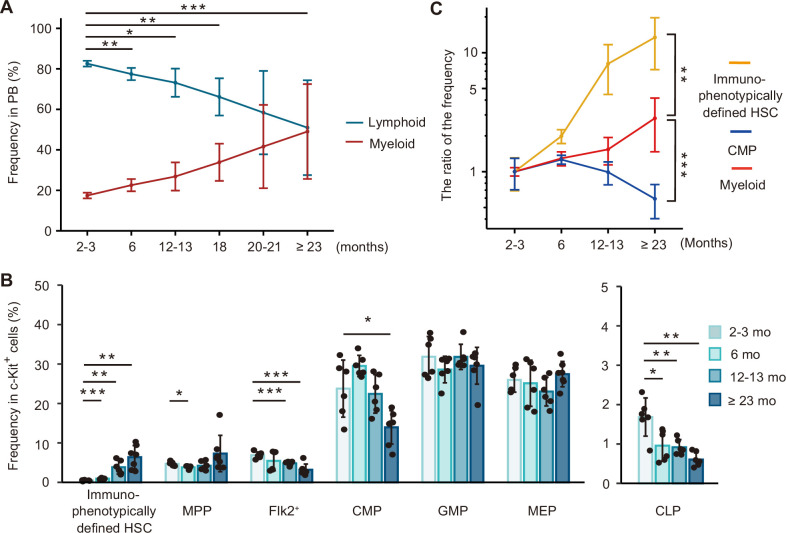
Comprehensive analysis of hematopoietic alternations with age shows a discrepancy of age-associated changes between peripheral blood and bone marrow (BM). (**A**) Average frequency of myeloid cells (neutrophils and monocytes) and lymphoid cells (B cells, T cells, and NK cells) in PB at the age of 2 and 3 months (*n* = 6), 6 months (*n* = 6), 12 and 13 months (*n* = 6), 18 months (*n* = 6), 20 and 21 months (*n* = 5), and ≥23 months (*n* = 16). Abbreviation: PB = peripheral blood. (**B**) Average frequency of immunophenotypically defined hematopoietic stem cell (HSC) and progenitor cells in BM of 2- to 3-month mice (*n* = 6), 6-month mice (*n* = 6), 12- to 13-month mice (*n* = 6), and ≥23-month mice (*n* = 7). (**C**) Age-associated changes of immunophenotypically defined HSC and myeloid differentiation components (CMP and myeloid cells in the PB). The ratio of aged to young frequency was calculated as (the fraction frequency at each aged mice (%))/(the average fraction frequency at 2- to 3-month mice (%)). *p < 0.05, **p < 0.01, ***p < 0.001. Data and error bars represent means ± standard deviation.

**Figure 1—figure supplement 1.**
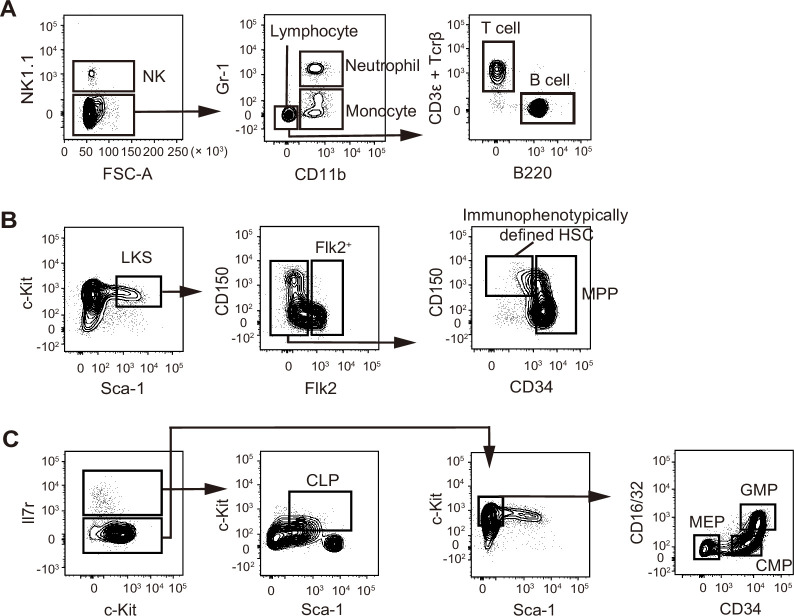
Gating scheme for hematopoietic cells. (**A**) Gating scheme to identify peripheral blood (PB) cell types (NK cell, neutrophil, monocyte, T cell, and B cell) after exclusion of doublets and dead cells. (**B**) Representative flow cytometry gating to isolate immunophenotypically defined hematopoietic stem cell (HSC), multipotent progenitor (MPP), Flk2^+^ progenitor (Flk2^+^), LKS after exclusion of doublets and dead cells, and lineage marker positive cells. (**C**) Representative flow cytometry gating to isolate common lymphoid progenitor (CLP), granulocyte–macrophage progenitor (GMP), common myeloid progenitor (CMP), and megakaryocyte–erythrocyte progenitor (MEP) after exclusion of doublets and dead cells, and lineage marker positive cells.

It has been reported that myeloid-biased hematopoiesis is caused by a selective increase of myeloid-biased clones in the immunophenotypically defined (surface-antigen defined) HSC fraction (Figure 1—figure supplement 1B; Beerman et al., 2010). According to this hypothesis, age-associated myeloid hematopoiesis progression in PB would be paralleled by an increase in myeloid-biased HSC clones. Therefore, we examined the frequency of the HSC and progenitor fractions in the BM at multiple time points (Figure 1—figure supplement 1B, C). We found that the frequency of immunophenotypically defined HSC in BM rapidly increased up to the age of 12 months. After the age, the rate of increase in their frequency appeared to slow down (Figure 1B). On the other hand, in contrast to what we anticipated, the frequency of GMP was stable, and the percentage of CMP actually decreased significantly with age, defying our prediction that the frequency of components of the myeloid differentiation pathway, such as CMP, GMP, and megakaryocyte–erythrocyte progenitor (MEP), may increase in aged mice, if myeloid-biased HSC clones increase with age (Figure 1B).

Finally, we determined the ratio of each fraction in young mice versus aged mice to compare the age-associated transition pattern of components comprising the myeloid differentiation pathway. Our analysis of hematopoietic alternations with age revealed that age-associated transition patterns of immunophenotypically defined HSC and CMP in BM were not paralleled with myeloid cell in PB (Figure 1C). These findings called into question the hypothesis that there is a selective increase of myeloid-biased HSC clones in the aged BM. We then set out to elucidate the mechanism by which myeloid-biased phenotypes arise in the PB of aged mice.

### The long-term observation of 2-year-old long-term hematopoietic stem cells’ differentiation does not indicate the expansion of myeloid-biased clones

Numerous studies have claimed that the myeloid-skewed phenotype observed in PB of aged mice is caused by myeloid-biased HSC clones selectively expanded from HSCs with originally heterogeneous differentiation potentials (Beerman et al., 2010; Dykstra et al., 2011; Sudo et al., 2000). Other studies have reported that immunophenotypically defined HSCs possess heterogeneity associated with self-renewal capacity, suggesting the existence of at least two different populations in the HSC compartment, long-term hematopoietic stem cells (LT-HSCs) and short-term hematopoietic stem cells (ST-HSCs) (Morrison and Weissman, 1994; Spangrude et al., 1995). Since LT-HSCs have extensive self-renewal capacity, while ST-HSCs lose their self-renewal capacity within a short period, LT-HSCs are thought to persist in the BM throughout life and to enrich age-associated changes compared to ST-HSCs. Therefore, we expect that LT-HSC-specific analyses will help to answer whether myeloid-biased HSC clones exist.

We previously reported that Hoxb5 exclusively marks LT-HSCs in young mice (Chen et al., 2016). However, we have not tested in aged mice whether Hoxb5 specifically labels LT-HSCs and helps to distinguish LT-HSCs and ST-HSCs from immunophenotypically defined HSCs (hereafter, bulk-HSCs). To confirm this, we first analyzed expression of Hoxb5 in bulk-HSC, MPP, Flk2^+^, and Lin^−^Sca1^−^c-Kit^+^ populations in aged *Hoxb5*-tri-mCherry mice. We observed that Hoxb5 was exclusively expressed in bulk-HSCs (Figure 2A). Then, to verify long-term engraftment, we conducted a transplantation assay utilizing Hoxb5^+^ and Hoxb5^−^ HSCs, respectively, isolated from 2-year-old mice (Figure 2B). We observed that only recipients receiving aged Hoxb5^+^ HSCs exhibited continuous hematopoiesis 16 weeks after primary transplantation (Figure 2C, E; Figure 2—figure supplement 1A). In secondary transplantation analysis, only recipients receiving Hoxb5^+^ HSCs exhibited robust hematopoiesis throughout the period of observation, indicating that Hoxb5 can be used as a specific marker of LT-HSCs in aged mice, as well as young mice (Figure 2D, F; Figure 2—figure supplement 1B).

**Figure 2.**
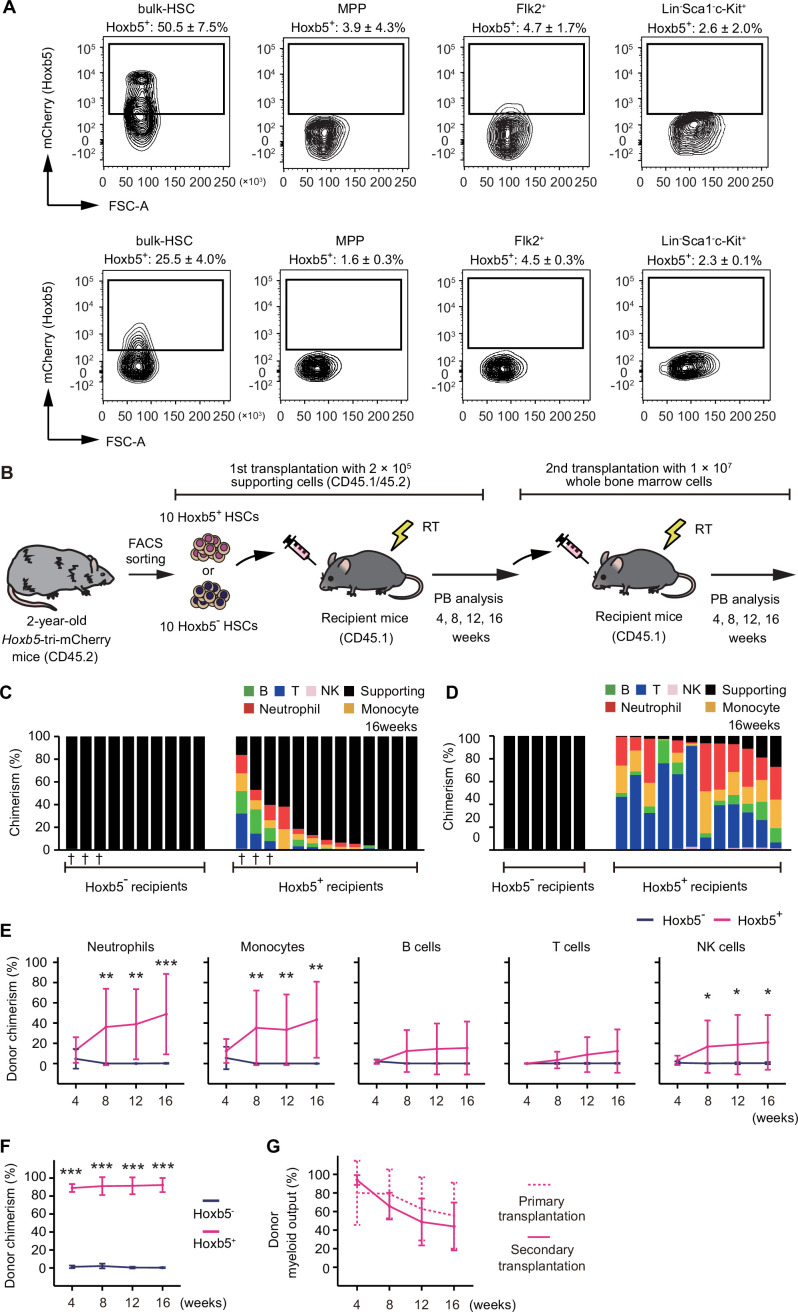
The expansion of myeloid-biased clones was not observed in 2-year-old long-term hematopoietic stem cells (LT-HSCs) after their transplantation. (**A**) Hoxb5 reporter expression in bulk-hematopoietic stem cell (HSC), MPP, Flk2^+^, and Lin^−^Sca1^−^c-Kit^+^ populations in the 2-year-old *Hoxb5*-tri-mCherry mice (Upper panel) and 3-month-old *Hoxb5*-tri-mCherry mice (lower panel). Values indicate the percentage of mCherry^+^ cells ± standard deviation in each fraction (*n* = 3). (**B**) Experimental design to assess the long-term reconstitution ability of Hoxb5^+^ or Hoxb5^−^ HSCs. Hoxb5^+^ and Hoxb5^−^ HSCs were isolated from 2-year-old CD45.2 *Hoxb5*-tri-mCherry mice and were transplanted into lethally irradiated CD45.1 recipient mice with 2 × 10^5^ supporting cells (Hoxb5^+^ HSCs, *n* = 13; Hoxb5^−^ HSCs, *n* = 10). For secondary transplants, 1 × 10^7^ whole bone marrow (BM) cells were transferred from primary recipient mice. Abbreviations: PB = peripheral blood, RT = radiation therapy. (**C**) Percentage chimerism at 16 weeks after receiving 10 aged Hoxb5^−^ HSCs or 10 aged Hoxb5^+^ HSCs. Each column represents an individual mouse. (**D**) Percentage chimerism at 16 weeks after whole BM secondary transplantation. Donor whole BM cells for secondary transplantation were taken from mice denoted by † in (**C**). (**E**) Kinetics of average donor chimerism in each PB fraction after primary transplantation. (**F**) Kinetics of average donor chimerism after secondary transplantation. (**G**) Kinetics of average donor myeloid output myeloid proportion in donor cells in LT-HSC recipient mice after primary and secondary transplantation. *p < 0.05, **p < 0.01, ***p < 0.001. Data and error bars represent means ± standard deviation.

**Figure 2—figure supplement 1.**
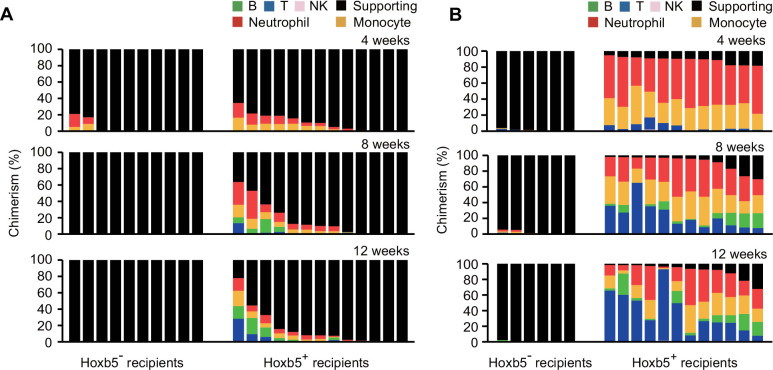
Aged Hoxb5^+^ hematopoietic stem cells (HSCs) retain robust hematopoietic capacity. (**A**) Percentage chimerism at 4, 8, and 12 weeks after receiving 10 aged Hoxb5^−^ HSCs or 10 aged Hoxb5^+^ HSCs after primary transplantation. (**B**) Percentage chimerism at 4, 8, and 12 weeks after receiving 10 aged Hoxb5^−^ HSCs or 10 aged Hoxb5^+^ HSCs after secondary transplantation.

A serial transplantation assay with a period of observation longer than 8 months should be long enough to observe further myeloid-biased change. If bulk-HSCs isolated from aged mice are already enriched by myeloid-biased HSC clones, we should see more myeloid-biased phenotypes 16 weeks after primary and the secondary transplantation. However, we found that the kinetics of the proportion of myeloid cells in PB were similar across the primary and the secondary transplantation (Figure 2G). These results suggest the following two possibilities: either myeloid-biased HSCs do not expand in the LT-HSC fraction, or the expansion of myeloid-biased clones in 2-year-old mice has already peaked.

### Direct comparison between young versus aged LT-HSC differentiation reveals that LT-HSCs exhibit unchanged lineage output throughout life

We developed a co-transplantation assay to directly compare the differentiation capacity between young and aged LT-HSCs by co-transplanting 10 young GFP^+^ LT-HSCs and 10 aged GFP^−^ LT-HSCs into the same recipient mice (Figure 3A). Then, we found that the myeloid lineage proportions from young and aged LT-HSCs were nearly comparable during the observation period after transplantation (Figure 3B, C). Furthermore, by analyzing the proportion of mature cell types derived from young and aged LT-HSCs in the same donor, we directly compared the capacity for hematopoietic reconstitution in each mature cell type between young and aged LT-HSCs. We confirmed again that the reconstitution ratio was almost the same across all lineages, although bulk hematopoiesis derived from young LT-HSCs predominated (Figure 3D). These results indicate that the differentiation potential of LT-HSCs remains unchanged throughout their lives.

**Figure 3.**
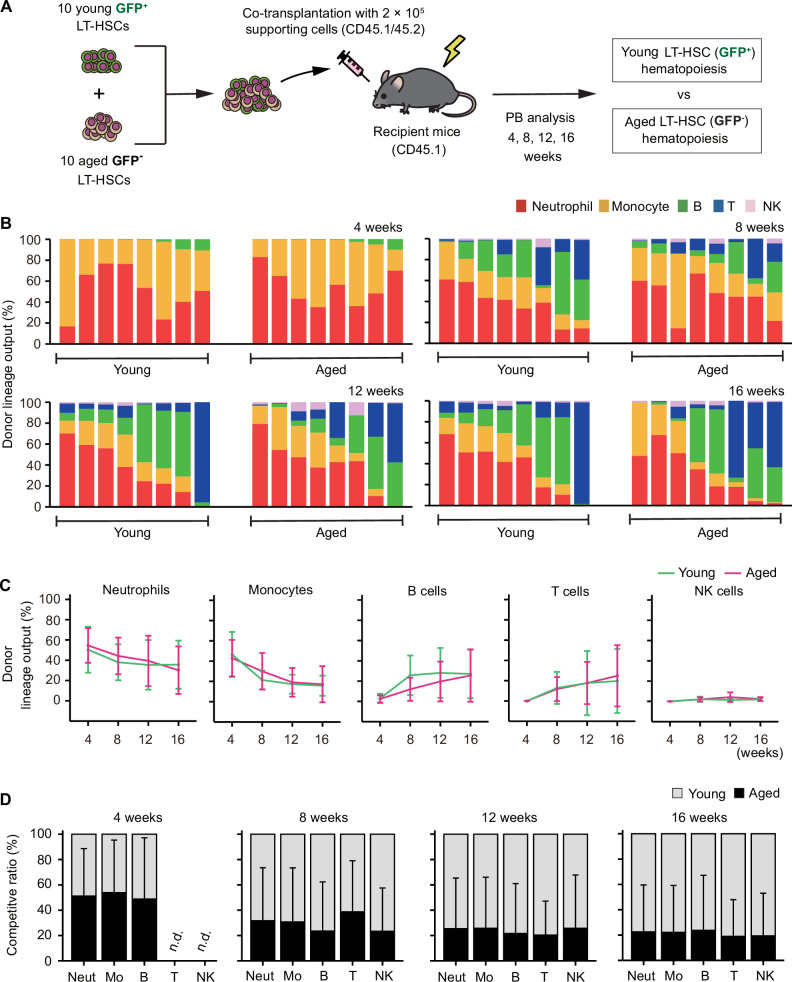
Aged long-term hematopoietic stem cells (LT-HSCs) show balanced hematopoiesis throughout life. (**A**) Experimental design for competitive co-transplantation assay using young LT-HSCs sorted from *Hoxb5*-tri-mCherry GFP mice and aged LT-HSCs sorted from *Hoxb5*-tri-mCherry mice. Ten CD45.2^+^ young LT-HSCs and 10 CD45.2^+^ aged LT-HSCs were transplanted with 2 × 10^5^ CD45.1^+^/CD45.2^+^ supporting cells into lethally irradiated CD45.1^+^ recipient mice (*n* = 8). (**B**) Lineage output of young or aged LT-HSCs at 4, 8, 12, and 16 weeks after transplantation. Each bar represents an individual mouse. (**C**) Lineage output kinetics of young LT-HSCs or aged LT-HSCs at 4, 8, 12, and 16 weeks post-transplant. (**D**) Competitive analysis of young LT-HSCs versus aged LT-HSCs lineage output at 4, 8, 12, and 16 weeks post-transplant. The competitive ratio was calculated as the proportion of young LT-HSC-derived cells versus aged LT-HSC-derived cells in each fraction. Abbreviations: Neut = neutrophils, Mo = monocytes, B = B cells, T = T cells, and NK = NK cells. Data and error bars represent means ± standard deviation. ‘n.d.’ stands for ‘not detected’.

**Figure 3—figure supplement 1.**
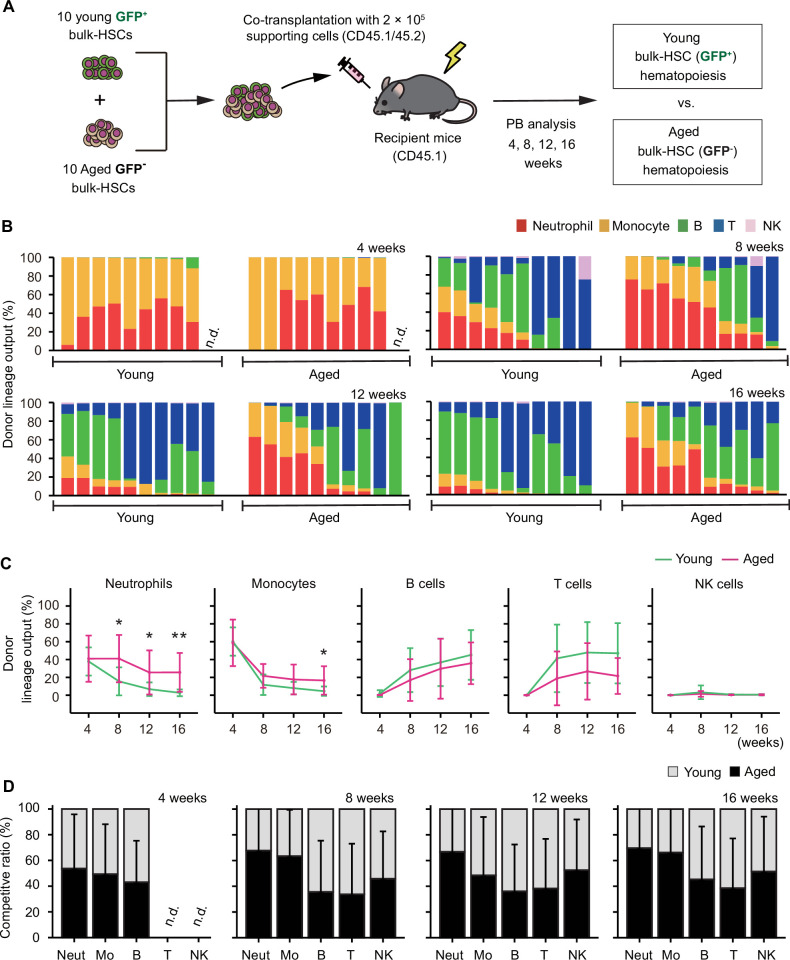
Aged bulk-hematopoietic stem cells (HSCs) show myeloid-biased hematopoiesis compared to young bulk-HSCs. (**A**) Experimental design for competitive co-transplantation assay using young bulk-HSCs sorted from 3-month-old *Hoxb5*-tri-mCherry GFP mice and aged bulk-HSCs sorted from 24-month-old *Hoxb5*-tri-mCherry mice. Ten CD45.2^+^ young bulk-HSCs and 10 CD45.2^+^ aged bulk-HSCs were transplanted with 2 × 10^5^ CD45.1^+^/CD45.2^+^ supporting cells into lethally irradiated CD45.1^+^ recipient mice (*n* = 10). (**B**) Lineage output of young or aged bulk-HSCs at 4, 8, 12, and 16 weeks after transplantation. Each bar represents an individual mouse. (**C**) Lineage output kinetics of young bulk-HSCs or aged bulk-HSCs at 4, 8, 12, and 16 weeks post-transplant. (**D**) Competitive analysis of young bulk-HSCs versus aged bulk-HSCs lineage output at 4, 8, 12, and 16 weeks post-transplant. The competitive ratio was calculated as the proportion of young bulk-HSC-derived cells versus aged bulk-HSC-derived cells in each fraction. Abbreviations: Neut = neutrophils, Mo = monocytes, B = B cells, T = T cells, and NK = NK cells. *p < 0.05, **p < 0.01. Data and error bars represent means ± standard deviation. ‘n.d.’ stands for ‘not detected’.

Several reports have demonstrated that transplanting mixed/bulk-HSCs—a combination of LT-HSCs and ST-HSCs—obtained from old animals results in blatantly myeloid-biased hematopoiesis (Beerman et al., 2010; Dykstra et al., 2011; Sudo et al., 2000). To test this, we co-transplanted bulk-HSCs from young and old mice to corroborate this (Figure 3—figure supplement 1A). As previously described, we observed that aged bulk-HSC exhibited a myeloid-skewed phenotype (Figure 3—figure supplement 1B, C). Additionally, we observed that aged bulk-HSC reconstitution exhibited higher reconstitution of myeloid cells compared to young bulk-HSCs (Figure 3—figure supplement 1D). These findings unmistakably demonstrated that mixed/bulk-HSCs showed myeloid-skewed hematopoiesis in PB with aging. In contrast, LT-HSCs maintained a consistent lineage output throughout life, although subtle differences between aged and young LT-HSCs may exist and cannot be entirely ruled out.

### LT-HSCs never show myeloid-related gene set enrichment during aging

Although the results of co-transplantation of young and aged LT-HSCs did not demonstrate lineage-biased output by LT-HSCs throughout life, enrichment of myeloid genes in aged bulk-HSCs shown by previous studies supports the idea that myeloid-biased hematopoiesis is caused by selective expansion of myeloid-biased HSC clones (Rossi et al., 2005; Grover et al., 2016). 

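RNA was sequenced from 3 fractions of bone marrow HSCs of Hoxb5-tri-mCherry mice, in which mCherry reports the expression of Hoxb5. The fractions were LT-HSCs, ST-HSCs and bulk-HSCs, with 3 libraries for each fraction at each age and 18 libraries in all. Young mice were 2 to 3 months old and aged mice 23 to 25 months old. The libraries were depleted of ribosomal RNA, and the authors aligned the read pairs to mm10 with HISAT2, quantified them with StringTie and deposited the read counts of 24421 gene symbols, without normalization. Between 16495048 and 22973844 reads per library were counted on genes, with a median of 20397548. The median total was 18402228 in young LT-HSCs, 21145584 in young ST-HSCs and 21162331 in young bulk-HSCs. In aged mice it was 18268790 in LT-HSCs, 21867961 in ST-HSCs and 21191322 in bulk-HSCs. The smallest amount that the depth can show, taken as 3 counts, was between 0.131 and 0.182 CPM, the unit of counts scaled by library size, across libraries. The reads carried no molecular identifiers, so this floor covers counting error only. Counts were normalized with the TMM method, with factors between 0.951 and 1.03, and are given as CPM. Rn45s, the ribosomal RNA precursor, took between 12.8% and 17.4% of the counts of a library. Between 11548 and 13876 genes had at least 1 count in a young library, and between 13526 and 14133 in an aged library. Among the 9653 genes with a median of at least 200 counts, a young library lacked between 1 and 163 and an aged library between 2 and 6. Differences between groups were tested with one edgeR fit of the 6 group means, which left 12 residual degrees of freedom.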

To compare age-associated myeloid gene enrichment, we isolated bulk-HSC, LT-HSCs, and ST-HSCs from young or aged mice (Figure 4A).

**Figure 4.**
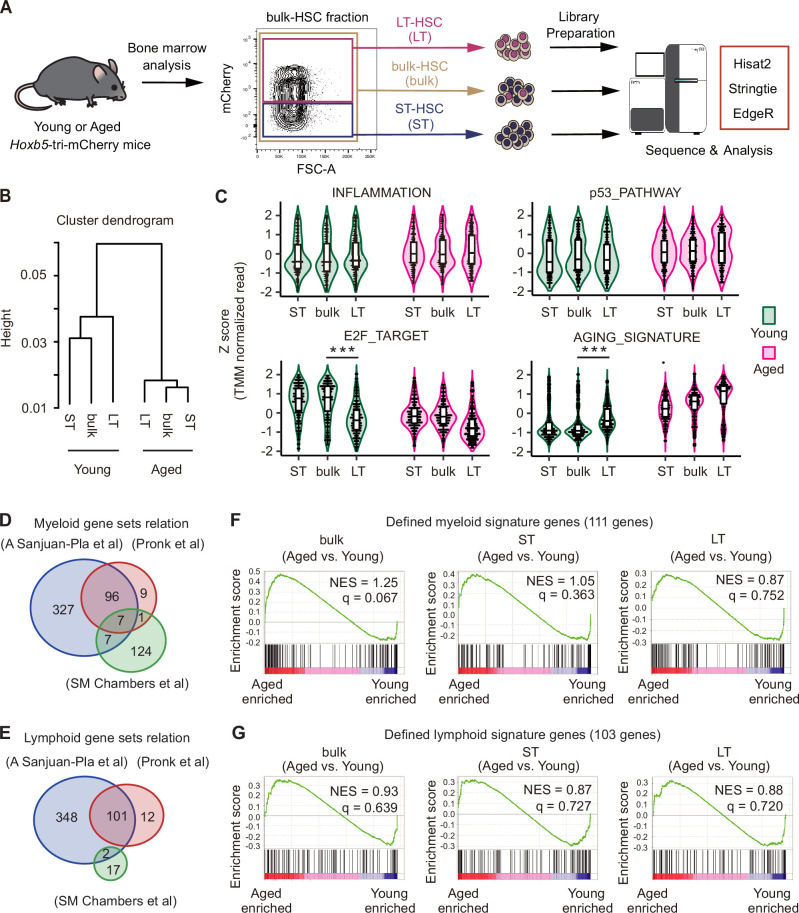
Myeloid-associated genes were not enriched in aged long-term hematopoietic stem cells (LT-HSCs) compared to their young counterparts. (**A**) Experimental schematic for transcriptome analysis. LT-HSCs (*n* = 3), short-term hematopoietic stem cells (ST-HSCs) (*n* = 3), and bulk-hematopoietic stem cells (HSCs) (*n* = 3) were sorted from young (2–3 months) or aged (23–25 months) *Hoxb5*-tri-mCherry mice, after which each RNA was harvested for RNA sequencing. (**B**) Hierarchical clustering dendrogram of whole transcriptomes using Spearman distance and the Ward clustering algorithm. (**C**) Violin plots showing normalized gene expression levels for each gene set in young and aged LT-HSCs, ST-HSCs, and bulk-HSCs. Expression values for each gene were standardized independently by applying *Z* score transformation. (**D, E**) Venn diagram showing the overlap of genes between three myeloid signature gene sets and lymphoid signature gene sets (Sanjuan-Pla et al., 2013; Pronk et al., 2007; Chambers et al., 2007). (**F, G**) Signature enrichment plots from gene set enrichment analysis (GSEA) using defined myeloid and lymphoid signature gene sets that overlapped in the three gene sets. Values indicated on individual plots are the normalized enrichment score (NES) and *q*-value of enrichment. ***p < 0.001.

**Figure 4—figure supplement 1.**
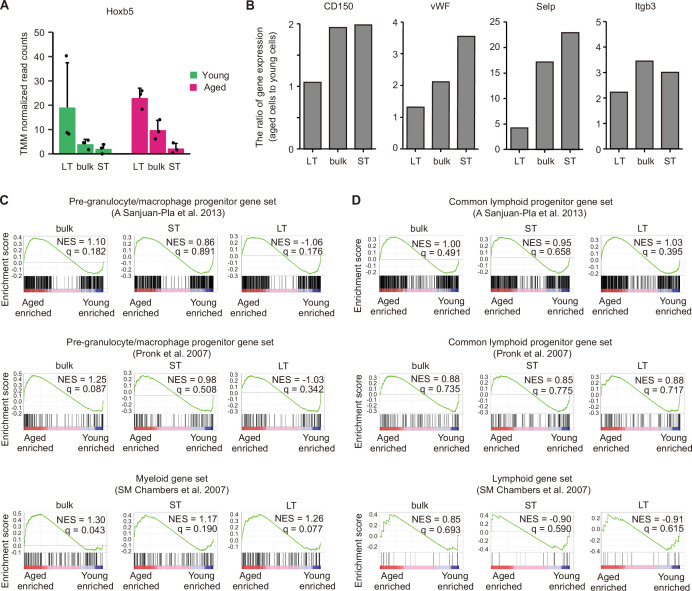
Compared to their respective young controls, aged bulk-hematopoietic stem cells (HSCs) exhibit greater enrichment of myeloid gene expression than aged long-term hematopoietic stem cells (LT-HSCs). (**A**) Average expression level of Hoxb5 in young and aged LT-, ST-, and bulk-HSCs (*n* = 3). (**B**) The ratio of myeloid gene expression of aged cells to young cells. The ratio of each gene expression was calculated as (the average read count in aged cells)/(the average read count in young cells). (**C**) Signature enrichment plots from gene set enrichment analysis (GSEA) using previously reported pre-granulocyte/macrophage progenitor and myeloid signature gene sets. The values indicated on individual plots are the normalized enrichment score (NES) and *q*-value of the enrichment. (**D**) Signature enrichment plots from GSEA analysis using previously reported common lymphoid progenitor (CLP) and lymphoid signature gene sets. The values indicated on individual plots are the normalized enrichment score (NES) and *q*-value of the enrichment.

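Hoxb5, on chromosome 11 of mm10 from 96303336 to 96306121, was counted in each library and scaled to CPM. In young mice it had 19.1 ± 18.4 CPM (SD, n = 3) in LT-HSCs, 2.08 ± 1.93 (SD, n = 3) in ST-HSCs and 3.97 ± 2.01 (SD, n = 3) in bulk-HSCs. The 3 young LT-HSC libraries had 40.3, 8.77 and 8.20 CPM, and young ST-HSC replicate 3 had 0 counts. In aged mice Hoxb5 had 23.0 ± 4.04 CPM (SD, n = 3) in LT-HSCs, 2.21 ± 2.13 (SD, n = 3) in ST-HSCs and 9.80 ± 3.99 (SD, n = 3) in bulk-HSCs. At both ages every LT-HSC library lay above every ST-HSC and every bulk-HSC library (two-sided exact permutation test, p = 0.1 for each of the comparisons, the smallest p that 3 libraries against 3 allow). The log2 fold change of LT-HSCs over ST-HSCs was 3.19 in young mice (standard error 1.13, adjusted p = 0.295 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.37 in aged mice (standard error 1.14, adjusted p = 1). Over bulk-HSCs it was 2.26 in young mice (standard error 1.09, adjusted p = 0.439) and 1.23 in aged mice (standard error 1.05, adjusted p = 1). None of these differences passed the genome-wide adjustment with edgeR. With each library left out in turn, the log2 fold change over ST-HSCs stayed between 2.02 and 3.97 in young mice and between 2.88 and 4.45 in aged mice. With DESeq2 in place of edgeR the difference between young LT-HSCs and ST-HSCs had an adjusted p of 0.0231, at a log2 fold change of 3.22. Across the alternatives to the edgeR fit, that log2 fold change lay between 2.99 and 3.94.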

To ensure the quality of the sorted fraction for subsequent RNA-seq analyses, we verified the Hoxb5 read counts (Figure 4—figure supplement 1A). 

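Distances between libraries were taken as 1 minus Spearman's rho over the genes that the paper's expression filter keeps. The mean distance was 0.0759 between libraries of different ages and 0.0602 between libraries of the same age. Apart from its mirror image, no other exchange of the age labels within fractions gave a difference as large as this one of 0.0157 (two-sided exact permutation test, p = 0.00025, the smallest p that the 8000 arrangements can give). Restricting the distance to the 1000 most variable genes moved the difference most, to 0.170. Libraries of the same fraction and age differed more in young mice than in aged mice. Their mean distance was 0.0828 in young LT-HSCs, 0.0716 in young ST-HSCs and 0.0794 in young bulk-HSCs, against 0.0379, 0.0369 and 0.0314 in the same fractions of aged mice. Clustering the group means with the ward.D2 method joined aged ST-HSCs with aged bulk-HSCs at a height of 0.0162 and then with aged LT-HSCs at 0.0183. Young ST-HSCs and young bulk-HSCs joined at 0.0311 and took in young LT-HSCs at 0.0376, and the branches of the 2 ages met at 0.0596. Between group means, young LT-HSCs were 0.0357 from young ST-HSCs and 0.0365 from young bulk-HSCs. Their distance was 0.0361 from aged LT-HSCs, 0.0347 from aged ST-HSCs and 0.0335 from aged bulk-HSCs, and the differences among these distances were not tested.

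**Figure D1:**
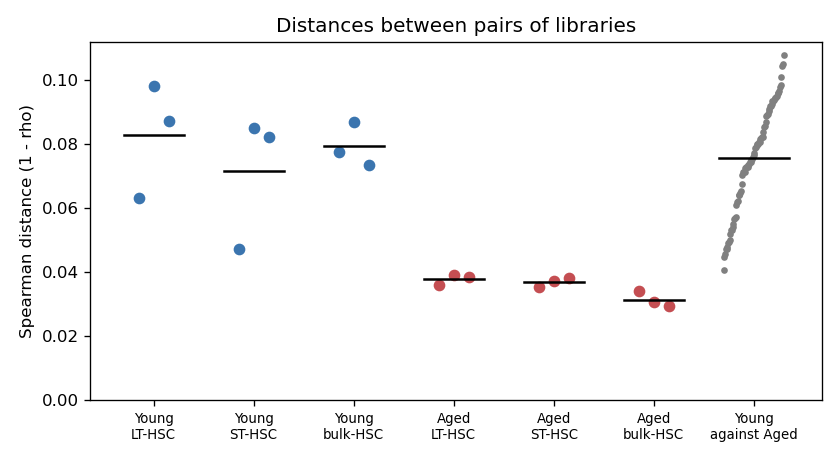
Each point is the Spearman distance (1 minus rho) of a pair of libraries, for pairs within each fraction and age and for all pairs of a young and an aged library, and each line is the mean. The means within aged fractions lie between 0.0314 and 0.0379 and those within young fractions between 0.0716 and 0.0828, against 0.0759 for pairs of different ages.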

Cluster dendrograms using the whole transcriptome confirmed that cell fractions isolated from young and aged mice clustered into distinct groups (Figure 4B). Then, using sets of aging-related genes, such as inflammation (Liberzon et al., 2015; Pietras, 2017), DNA damage (p53 pathway) (Liberzon et al., 2015; Rossi et al., 2007a), cell cycle progression (E2F target) (Liberzon et al., 2015; Kowalczyk et al., 2015), and a common aging signature (Flohr Svendsen et al., 2021), we ran a violin plot analysis on each cell fraction to confirm the occurrence of typical aging-related gene expression changes. 

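The gene sets cited by the paper for inflammation and the p53 pathway were not used here; hand-written lists took their place. Of 62 inflammation genes, 48 passed the expression filter, and of 44 p53 target genes, 41 did. Each list was compared with all other genes by camera, with Benjamini-Hochberg adjustment over the 20 list tests. The inflammation genes rose with age in ST-HSCs, with a median log2 fold change of 0.19 and 30 of 48 genes higher (adjusted p = 0.0359). In LT-HSCs their median was 0.18 with 33 genes higher (adjusted p = 0.139), and in bulk-HSCs it was −0.13 with 21 genes higher (adjusted p = 0.801). The p53 targets had a median log2 fold change of 0.16 in LT-HSCs with 26 of 41 genes higher (adjusted p = 0.0526). In ST-HSCs the median was 0.095 with 30 genes higher (adjusted p = 0.0353), and in bulk-HSCs 0.18 with 27 genes higher (adjusted p = 0.213). The differences between fractions did not pass their own test. For the inflammation genes the age effect in LT-HSCs was tested against that in ST-HSCs (adjusted p = 0.840 over 12 list interactions) and in bulk-HSCs (adjusted p = 0.230). For the p53 targets the adjusted p was 0.840 in both comparisons. Stat3 was the inflammation gene with the smallest p in LT-HSCs, with a log2 fold change of 0.55 (standard error 0.11, adjusted p = 0.0316 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p in LT-HSCs rose above 0.05 in 6 of 6 fits that left out a library. In bulk-HSCs it rose by 0.73 on the log2 scale and Cebpb by 3.32 (edgeR, adjusted p = 0.00171 and 0.00176). The p53 target Plk2 rose by 2.53 on the log2 scale in ST-HSCs and by 2.32 in bulk-HSCs (edgeR, adjusted p = 0.000852 and 0.00132). The Reactome set for cytokine signaling in place of the inflammation list left the result in LT-HSCs at an adjusted p of 0.822, the largest move of an adjusted p among these results. With the rotation test fry in place of camera, the inflammation genes rose in LT-HSCs (adjusted p = 0.00825) and had the opposite direction, higher, in bulk-HSCs (adjusted p = 0.318). Under fry the p53 targets rose in LT-HSCs (adjusted p = 0.00825) and in bulk-HSCs (adjusted p = 0.0168). Normalization by library size alone also took the p53 targets in LT-HSCs past the threshold (adjusted p = 0.0494).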

We found age-associated changes in inflammation and the DNA damage between cells isolated from young and aged mice, but very similar patterns regardless of cell fraction in young or aged mice. In terms of cell cycle progression and aging signature genes, however, we discovered that only the young LT-HSC fraction differed from other young fractions and tended to represent similar gene expression patterns with aged fractions (Figure 4C). 

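Cell cycle progression was measured on a list of 87 E2F target genes, 86 of them expressed, and the aging signature on a list of 37 genes reported to rise in aged HSCs, all expressed. Both lists were written by hand in place of the cited sets. In young mice, 72 of the 86 E2F targets were lower in LT-HSCs than in bulk-HSCs, with a median log2 fold change of −0.44 (camera, adjusted p = 1.27e-10). The HSC aging genes were higher in young LT-HSCs than in young bulk-HSCs in 30 of 37 cases, with a median of 0.99 (camera, adjusted p = 1.39e-17). Among them Tc2n had 0 counts in each young bulk-HSC library and was at least 47.2-fold higher in young LT-HSCs (edgeR, adjusted p = 0.00248). This bound holds only if the zeros are true low counts. Over the alternatives to the edgeR fit, the adjusted p of Tc2n ran from 5.42e-10 to 0.914. With age, the E2F targets fell in each fraction. The median log2 fold change was −0.34 in LT-HSCs with 64 genes lower, −0.42 in ST-HSCs with 70 lower and −0.53 in bulk-HSCs with 75 lower. The camera adjusted p was 2.25e-07, 1.06e-07 and 1.43e-10 in that order. All 37 HSC aging genes rose with age in each fraction, by a median of 1.22 on the log2 scale in LT-HSCs, 1.62 in ST-HSCs and 1.80 in bulk-HSCs. Their camera adjusted p was 9.02e-36, 2.15e-67 and 1.05e-54, and 10, 19 and 21 of them passed the genome-wide threshold. The age effect of the HSC aging genes was smaller in LT-HSCs than in ST-HSCs for 28 of the 37 (median difference −0.45, adjusted p = 6.18e-08 over the list interactions). Against bulk-HSCs it was smaller for 30 of the 37 (median difference −0.63, adjusted p = 1.10e-06). The E2F targets showed no such difference past the threshold against ST-HSCs (adjusted p = 0.840) or bulk-HSCs (adjusted p = 0.217). Estimating the correlation between genes for each list changed the calls of the E2F targets. Their adjusted p became 0.197 in LT-HSCs, 0.195 in ST-HSCs, 0.137 in bulk-HSCs and 0.137 between young LT-HSCs and bulk-HSCs. The range over all alternatives with age was 2.58e-11 to 0.214 in LT-HSCs, 4.35e-09 to 0.195 in ST-HSCs and 3.70e-18 to 0.137 in bulk-HSCs, and the range between the young fractions 1.67e-17 to 0.137.

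**Figure D2:**
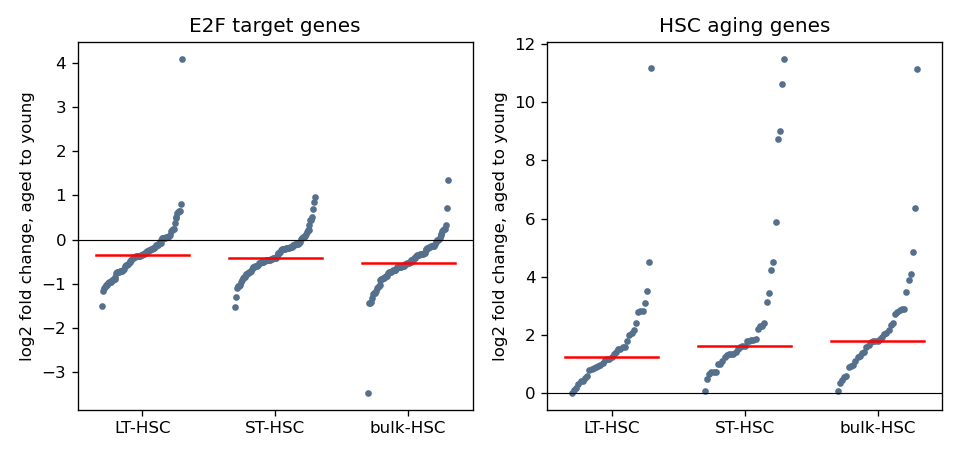
Each point is the log2 fold change, aged to young, of an E2F target gene (86 genes) or an HSC aging gene (37 genes) in the fraction on the x axis, sorted by size, and each red line is the median. The E2F medians lie at −0.34, −0.42 and −0.53 and the HSC aging medians at 1.22, 1.62 and 1.80 in LT-HSCs, ST-HSCs and bulk-HSCs.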

Then, taking LT-HSC-specific gene expression pattern into account, we looked at expression patterns of specific genes that had been highly validated by experiments as being associated with myeloid-biased HSC (Beerman et al., 2010; Flohr Svendsen et al., 2021; Sanjuan-Pla et al., 2013; Mann et al., 2018). 

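Slamf1, which encodes CD150, lies on chromosome 1 of mm10 from 171767127 to 171801184, and Selp on chromosome 1 from 164115264 to 164150026. Vwf lies on chromosome 6 from 125546774 to 125686679 and Itgb3 on chromosome 11 from 104608000 to 104670476. In LT-HSCs, Slamf1 had 63.4 ± 9.82 CPM (SD, n = 3) in young and 67.8 ± 8.61 (SD, n = 3) in aged mice, and Vwf had 652 ± 97.4 (SD, n = 3) and 859 ± 178 (SD, n = 3). Their log2 fold changes with age in LT-HSCs, 0.096 (standard error 0.22, adjusted p = 0.980) and 0.40 (standard error 0.20, adjusted p = 0.606), were within the spread between libraries (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without young LT-HSC replicate 1 the change of Slamf1 was −0.026. Selp had 86.3 ± 42.9 CPM (SD, n = 3) in young and 363 ± 40.8 (SD, n = 3) in aged LT-HSCs, a log2 fold change of 2.07 (standard error 0.45, edgeR, adjusted p = 0.0534). Itgb3 had 202 ± 53.7 CPM (SD, n = 3) and 449.8 ± 42.6 (SD, n = 3), a log2 fold change of 1.16 (standard error 0.17, edgeR, adjusted p = 0.00477). For Selp and Itgb3 each aged LT-HSC library lay above each young one (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). In ST-HSCs the log2 fold change with age was 0.99 for Slamf1, 1.83 for Vwf, 4.52 for Selp and 1.59 for Itgb3 (edgeR, adjusted p = 0.0446, 0.000119, 0.000119 and 8.48e-05). In bulk-HSCs it was 0.96, 1.08, 4.10 and 1.79 in the same order (edgeR, adjusted p = 0.0313, 0.00784, 0.000241 and 3.15e-05). The adjusted p of Slamf1 rose above 0.05 in 5 of 6 fits that left out an ST-HSC library and in 6 of 6 that left out a bulk-HSC library. The aged mean was 1.07 times the young mean for Slamf1, 1.32 for Vwf, 4.21 for Selp and 2.23 for Itgb3 in LT-HSCs. In ST-HSCs this ratio was 1.99, 3.56, 22.9 and 3.00, and in bulk-HSCs 1.94, 2.12, 17.2 and 3.45. The age effect in LT-HSCs minus that in ST-HSCs was −0.89 for Slamf1, −1.43 for Vwf, −2.44 for Selp and −0.43 for Itgb3 on the log2 scale. Adjusted over the 8 interaction tests of these 4 genes, p was 0.0199, 0.000669, 0.00478 and 0.0823 (edgeR). The age effect in LT-HSCs minus that in bulk-HSCs was −0.86, −0.68, −2.02 and −0.63, with p adjusted in the same way of 0.0199, 0.0296, 0.0128 and 0.0199 (edgeR). Adjusted over all tested genes, the smallest of these p was 0.295, for Vwf against ST-HSCs. Over the alternatives to the edgeR fit, this adjusted p of Vwf ran from 2.39e-05 to 0.999. The interaction tests use the libraries in which the paper reports this pattern, so they are not independent of its statement.

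**Figure D3:**
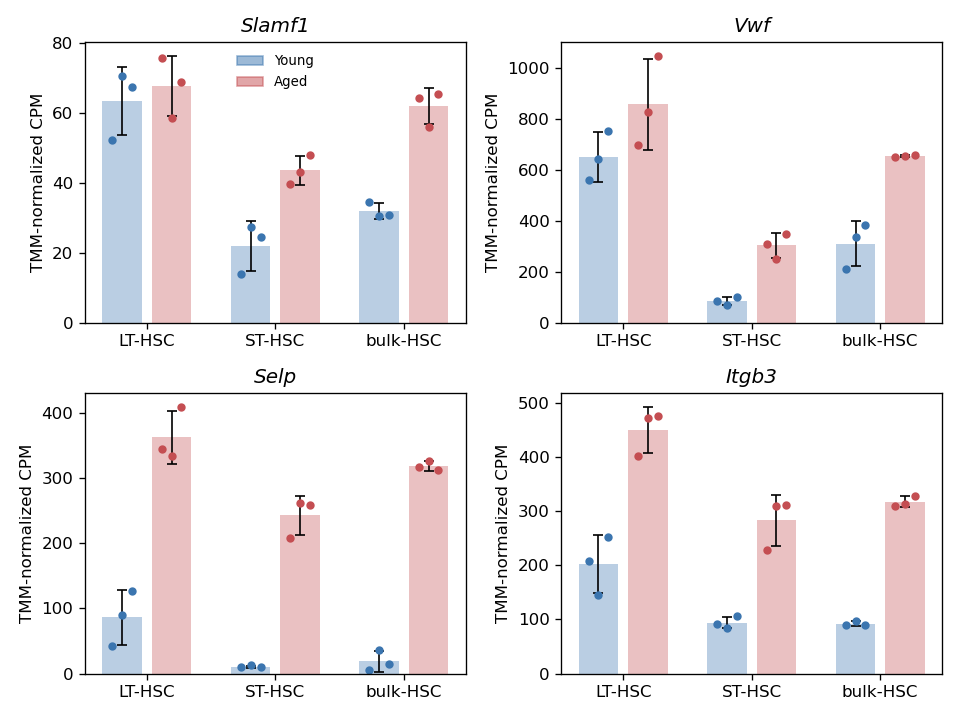
Bars are means, points single libraries and error bars SDs (n = 3) of TMM-normalized CPM in young and aged mice, by fraction on the x axis. In LT-HSCs the young and aged libraries overlap for Slamf1 and Vwf and do not overlap for Selp and Itgb3.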

We discovered that the expression of these genes is relatively comparable between young and aged LT-HSCs, but not other fractions (Figure 4—figure supplement 1B).

A recent comprehensive analysis of mouse HSC aging using multiple RNA-seq datasets claimed that almost 80% of differentially expressed genes are poorly reproducible across datasets (Flohr Svendsen et al., 2021). In fact, we found that almost 80% of genes are not shared when we compare three representative myeloid/lymphoid gene sets (Sanjuan-Pla et al., 2013; Chambers et al., 2007; Pronk et al., 2007). Additionally, most genes were only used in a single gene set (Figure 4D, E). By using only genes that were shared in these gene sets, we ran a gene set enrichment analysis (GSEA) to see whether myeloid/lymphoid genes were enriched in aged LT-HSCs or other fractions. 

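Hand-written lists of myeloid and lymphoid genes took the place of the sets shared among the cited publications, which were not used here. Of 53 myeloid genes 27 passed the expression filter, and of 54 lymphoid genes 21 did. The myeloid genes had a median log2 fold change with age of −0.076 in LT-HSCs, with 13 of 27 higher (camera, adjusted p = 0.194 over all list tests). In ST-HSCs the median was −0.050 with 12 higher (adjusted p = 0.733), and in bulk-HSCs −0.25 with 11 higher (adjusted p = 0.213). Camera's direction for the myeloid genes was lower in all 3 fractions. In bulk-HSCs the myeloid gene with the smallest p was Prtn3, which rose by 1.19 on the log2 scale (standard error 0.29, edgeR, adjusted p = 0.0388). Csf2rb, whose paralog Csf2rb2 could share its reads, fell by 1.92 (standard error 0.50, edgeR, adjusted p = 0.0564). Leaving out any of the 6 bulk-HSC libraries raised the adjusted p of Prtn3 above 0.05. The lymphoid genes had a median log2 fold change of 0.15 in LT-HSCs with 12 of 21 higher (adjusted p = 0.733), 0.17 in ST-HSCs with 11 higher (adjusted p = 0.822) and 0.052 in bulk-HSCs with 11 higher (adjusted p = 0.544). Camera, which weighs the size and the error of each change, gave the direction higher in LT-HSCs and lower in ST-HSCs and bulk-HSCs. Flt3 fell by 1.70 on the log2 scale in ST-HSCs and by 1.58 in bulk-HSCs (edgeR, adjusted p = 0.133 and 0.119). The myeloid age effect in LT-HSCs was tested against that in ST-HSCs (adjusted p = 0.755) and in bulk-HSCs (adjusted p = 0.842). The lymphoid age effect was tested in the same way (adjusted p = 0.840 and 0.567). With fry the direction turned to higher for the myeloid genes in ST-HSCs (adjusted p = 0.731) and for the lymphoid genes in ST-HSCs (adjusted p = 0.731) and bulk-HSCs (adjusted p = 0.939). The ranked-list test fgsea kept the myeloid direction lower in each fraction and turned that of the lymphoid genes in ST-HSCs to higher (adjusted p = 0.595).

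**Figure D4:**
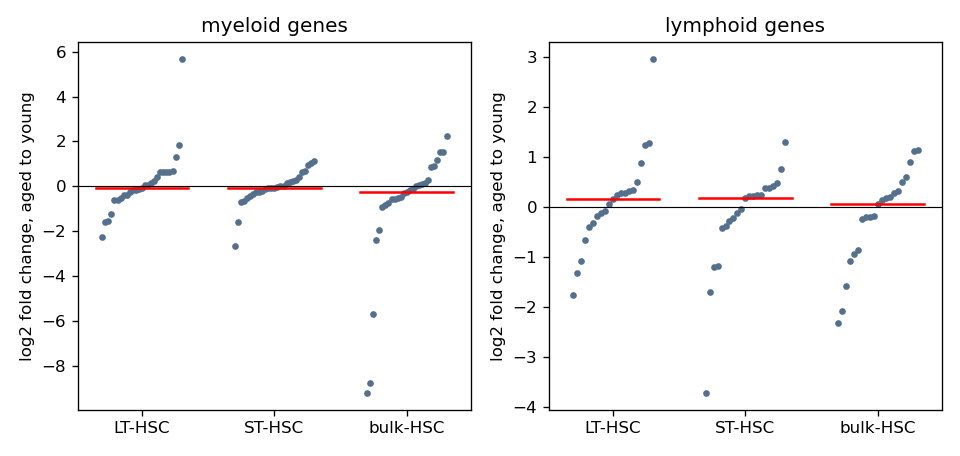
Each point is the log2 fold change, aged to young, of a myeloid gene (27 genes) or a lymphoid gene (21 genes) in the fraction on the x axis, sorted by size, and each red line is the median. The myeloid medians lie at −0.076, −0.050 and −0.25 and the lymphoid medians at 0.15, 0.17 and 0.052 in LT-HSCs, ST-HSCs and bulk-HSCs.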

Neither aged LT-HSCs nor aged ST-HSCs exhibited myeloid/lymphoid gene set enrichment, while shared myeloid-related genes tended to be enriched in aged bulk-HSCs, although this enrichment was not statistically significant (Figure 4F, G). On the other hand, GSEA analysis using original gene sets, respectively, showed inconsistent results (Figure 4—figure supplement 1C, D).

### A myeloid-biased phenotype in PB depends on the relative decrease of ST-HSC in the HSC compartment with age

While transplantation of aged bulk-HSCs exhibits a myeloid-biased phenotype in PB shown in previous reports (Beerman et al., 2010; Dykstra et al., 2011; Sudo et al., 2000) and our results (Figure 3—figure supplement 1), aged LT-HSCs remain stable in terms of the balance of their differentiation potential between myeloid and lymphoid production (Figure 3). Comparative transcriptome analyses demonstrated that neither LT-HSCs nor ST-HSCs, which are functionally more homogeneous than bulk-HSCs, exhibited myeloid gene set enrichment with age, whereas aged bulk-HSCs tended to show more myeloid gene set enrichment than their young counterparts (Figure 4). 

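Across the genome, 57 genes changed with age in LT-HSCs, 39 higher and 18 lower, at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In ST-HSCs 109 genes changed, 80 higher and 29 lower, and in bulk-HSCs 253 changed, 196 higher and 57 lower. At an unadjusted p under 0.05 there were 1129, 1238 and 1698 genes in the 3 fractions. Scaling by library size alone gave 240 genes in bulk-HSCs, 160 higher and 80 lower, so the share that was higher moved from 77.5% to 66.7%. DESeq2 moved the counts most upward, to 290, 448 and 741 genes. A fit on only the groups compared moved those of LT-HSCs and ST-HSCs most downward, to 9 and 27 genes, and the number of detected genes as a covariate, chosen after seeing the data, moved that of bulk-HSCs to 82. The young and aged libraries did not overlap for 57 of the 57 genes in LT-HSCs, 107 of 109 in ST-HSCs and 251 of 253 in bulk-HSCs. Over all tested genes this held for 16.1%, 17.8% and 22.7%, where chance gives 10%. In all 3 fractions 25 genes changed, 19 higher in each and 6 lower in each.

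Among the largest rises in LT-HSCs were those of Clec9a (log2 fold change 3.16, standard error 0.59, edgeR, adjusted p = 0.0197) and Gpr183 (2.80, standard error 0.45, adjusted p = 0.00942). Rgs7bp had 0 counts in each aged LT-HSC library and was at least 103-fold lower than in young LT-HSCs. Skint3 fell by 3.18 on the log2 scale (standard error 0.57, edgeR, adjusted p = 0.0170) and Nrk fell by 2.58 (standard error 0.55, edgeR, adjusted p = 0.0435). Leaving out single libraries raised the adjusted p of Nrk above 0.05 in 6 of 6 fits, that of Clec9a and Rgs7bp in 4, that of Skint3 in 3 and that of Gpr183 in 1. In ST-HSCs, Osmr, Matn4 and Tmem215 had 0 counts in each young library and were at least 121-fold, 81.7-fold and 68.7-fold higher in aged mice. Such bounds hold only if the zeros are true low counts. The zeros of Osmr and Matn4 are among those of well-expressed genes whose source was not found. The log2 fold change in ST-HSCs was −7.06 for Gm38431, −3.29 for Rps4l, annotated as a pseudogene, and −2.69 for Myh10. Without single libraries the adjusted p rose above 0.05 in 5 of 6 fits for Rps4l, 4 of 6 for Gm38431 and 0 of 6 for Myh10. Gm38431 overlaps Raver1 on the same strand and had between 1932 and 2752 counts in the 6 young libraries without a count of Raver1. The summed counts of Gm38431 and Raver1 changed with age by −0.21 on the log2 scale in ST-HSCs and by 0.17 in bulk-HSCs (edgeR, adjusted p = 0.801 and 0.758). In bulk-HSCs, Tdrd9, Hba-a2 and H2-T3 had 0 counts in each young library and were at least 187-fold, 144-fold and 108-fold higher in aged mice. All 6 fits without a single library raised the adjusted p of Osmr, Matn4, Tmem215, Hba-a2 and H2-T3 above 0.05, while that of Tdrd9 stayed under 0.05. Reads of Hba-a2 could be shared with its paralog Hba-a1. The log2 fold change in bulk-HSCs was −9.33 for Gm38431 and −8.68 for Car1, whose adjusted p rose above 0.05 in 4 of 6 fits without a single library.

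Between LT-HSCs and ST-HSCs, 55 genes differed in young mice, 40 higher and 15 lower in LT-HSCs, and 1 gene, Vwf, in aged mice (log2 fold change 1.501, standard error 0.20, edgeR, adjusted p = 0.0105). At an unadjusted p under 0.05 there were 1333 genes in young and 437 in aged mice. This contrast between the ages depended on the method. A fit on only the groups compared gave 5 genes in young and 3 in aged mice, with 615 and 1014 unadjusted, and limma-voom with sample quality weights, chosen after seeing the data, gave 7 and 66, with 817 and 1217 unadjusted. Without young LT-HSC replicate 2, 127 genes differed in young mice, 53 higher and 74 lower. Among the genes higher in young LT-HSCs that met the rule for named genes, the largest differences were those of Chrm3, Amotl2 and Selp, by 6.12, 3.32 and 3.02 on the log2 scale. Spns3 had 0 counts in each young LT-HSC library and was at least 74.8-fold lower than in young ST-HSCs, and the log2 fold change was −3.16 for Gng2 and −2.14 for Slc22a3. Leaving out single libraries raised the adjusted p above 0.05 in 3 of 6 fits for Spns3, 2 of 6 for Chrm3 and 3 of 6 for Vwf in aged mice. The age effect differed between LT-HSCs and ST-HSCs for 0 genes, with 502 at an unadjusted p under 0.05. Between LT-HSCs and bulk-HSCs it differed for 1 gene, Ttll1, with 746 genes at an unadjusted p under 0.05; Ttll1 was outside the rule for named genes and was chosen after its values were seen.

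The paper sets the absence of myeloid gene set enrichment in aged LT-HSCs and ST-HSCs beside the balanced lineage output of transplanted aged LT-HSCs (Figure 3). From there it goes on to ask what makes transplanted bulk-HSCs produce a myeloid-biased phenotype, with ST-HSCs as the fraction to examine.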

We then tried to figure out what causes the myeloid-biased phenotype in PB after transplantation of bulk-HSCs.

Because LT-HSCs in bulk-HSCs exhibit nearly constant levels of hematopoiesis throughout life, we hypothesized that ST-HSCs could be the key to discovering mechanisms underlying the myeloid-skewing phenomenon. First, we revisited our previous study (Chen et al., 2016), which demonstrated that transplanted ST-HSCs maintain lymphocyte production while rapidly losing myeloid lineage production in recipients. This result may potentially indicate the presence of HSC clones with a preference for lymphoid differentiation. Given that donor cells obtained from primary recipients receiving ST-HSCs do not undergo hematopoiesis in secondary transplantation (Chen et al., 2016), it is likely that all ST-HSCs have already lost their ability to self-renew and have disappeared from the HSC fraction in primary recipients. To confirm this, we transplanted 10 LT-HSCs or ST-HSCs and then analyzed PB and BM (Figure 5A). As we previously reported (Chen et al., 2016), donor-derived hematopoiesis eventually becomes lymphocyte dominant in PB of ST-HSC recipients over time (Figure 5B). Subsequently, it was determined that the vast majority of T cell subsets are memory cells (Figure 5C, D). In addition, unlike recipients receiving LT-HSCs, recipients receiving ST-HSCs lacked any bulk-HSCs in their BM (Figure 5E, F). These results strongly suggest that lymphoid-biased hematopoiesis observed after transplantation of ST-HSCs is due to persistence of memory-type lymphocytes in PB, rather than to de novo lymphopoiesis from lymphoid-biased HSC clones. Persistence of memory-type lymphocytes from ST-HSCs may have led us to misinterpret mechanisms underlying myeloid-biased hematopoiesis after aged bulk-HSC transplantation. To verify this hypothesis, we examined the kinetics of the LT-HSC/ST-HSC ratio in the bulk-HSC population, revealing the ratio of ST-HSC to LT-HSC decreased with age (Figure 5—figure supplement 1).

**Figure 5.**
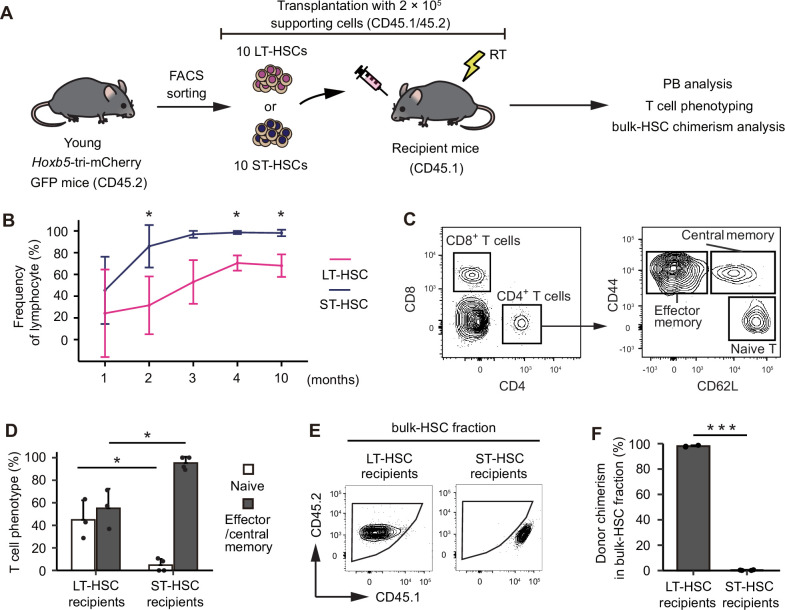
The memory-type lymphocytes in the peripheral blood (PB) make it look as if short-term hematopoietic stem cells (ST-HSCs) are lymphoid-biased hematopoietic stem cells (HSCs). (**A**) Experimental design for assessing the lineage output of young long-term hematopoietic stem cells (LT-HSCs) or ST-HSCs. Ten LT-HSCs or 10 ST-HSCs were isolated from 2-month-old CD45.2 *Hoxb5*-tri-mCherry GFP mice and were transplanted into lethally irradiated CD45.1 recipient mice with 2 × 10^5^ supporting cells (LT-HSCs, *n* = 3; ST-HSCs, *n* = 4). (**B**) Kinetics of average frequency of lymphoid cells (B cells, T cells, and NK cells) in donor fraction after LT-HSC or ST-HSC transplantation. (**C**) Gating scheme to identify memory (central and effector) T cells and naive T cells in the PB after excluding doublets, dead cells, and non-donor cells. (**D**) Percentage of memory (central and effector) T cells and naive T cells in donor CD4^+^ fraction 10 months after LT-HSC or ST-HSC transplantation. (**E**) Gating scheme to identify donor cells in bulk-HSC fraction in bone marrow analysis. (**F**) Donor chimerism in bulk-HSC fraction 12 months after LT-HSC or ST-HSC transplantation. *p < 0.05, ***p < 0.001. Data and error bars represent means ± standard deviation.

**Figure 5—figure supplement 1.**
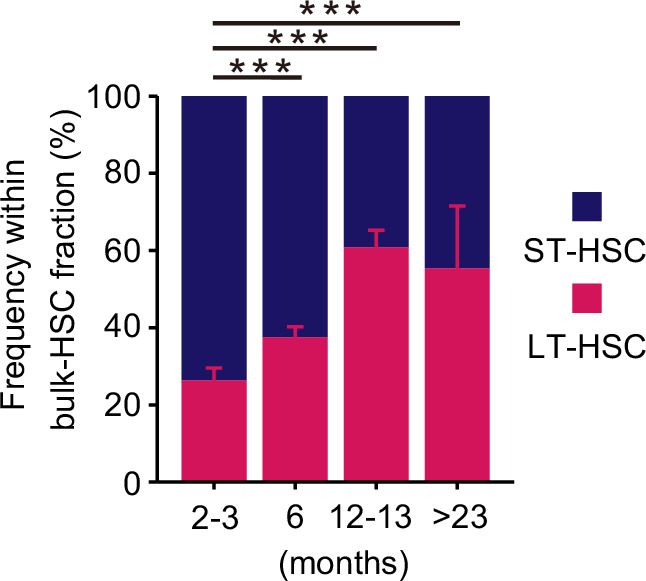
Short- and long-term hematopoietic stem cell (ST-HSC and LT-HSC) ratio within bulk-hematopoietic stem cell (HSC) fraction changes with age. Age-associated alternation of the average frequency of LT-HSCs and ST-HSCs in the bulk-HSC fraction at the age of 2- to 3-month mice (*n* = 6), 6-month mice (*n* = 6), 12-month mice (*n* = 6), and ≥23-month mice (*n* = 16). Error bars represent standard deviation. ***p < 0.001.

Thus, we hypothesized that the relative decrease in the ST-HSC ratio in the aged bulk-HSC fraction would lead to reduction of memory-type lymphocytes and myeloid-biased hematopoiesis following transplantation of aged bulk-HSCs. To test this hypothesis, we isolated LT-HSCs and ST-HSCs from young donor mice and reconstituted them with a 2:8 ratio (as in young mice) or a 5:5 ratio (as in aged mice) prior to transplanting them (Figure 6A). Four weeks after transplantation, PB analysis revealed that both groups had comparable patterns of hematopoiesis. In contrast, recipient mice transplanted with a 5:5 ratio began to exhibit more myeloid-biased hematopoiesis 8 weeks after transplantation, and by week 16, they produced significantly more myeloid cells than the other group (Figure 6B–D). Additionally, we conducted further investigations to determine whether lymphoid hematopoiesis could be accelerated by alteration of LT-HSC/ST-HSC ratios using cells from aged mice. To verify this, we isolated aged LT-HSCs and ST-HSCs and reconstituted them with a 5:5 ratio or a 2:8 ratio prior to transplantation (Figure 6—figure supplement 1A). PB analysis revealed that lymphoid lineage output in the recipient mice transplanted with a 2:8 ratio was significantly greater than those with a 5:5 ratio (Figure 6—figure supplement 1B–D). Based on these findings, we concluded that myeloid-biased hematopoiesis observed following transplantation of aged HSCs was caused by a relative decrease in ST-HSC in the bulk-HSC compartment in aged mice rather than the selective expansion of myeloid-biased HSC clones.

**Figure 6.**
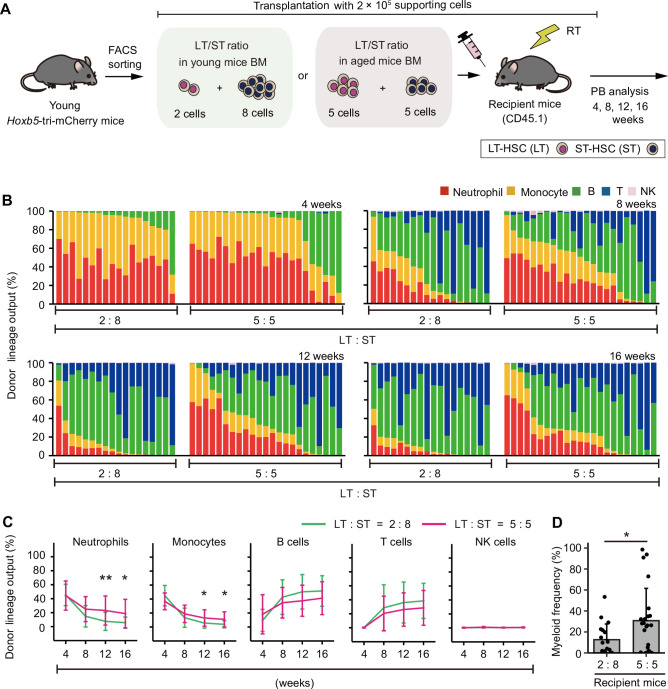
Hematopoiesis after transplantation inclined either toward myeloid or lymphoid cell production by artificially changing the ratio of long-term hematopoietic stem cell (LT-HSC)/short-term hematopoietic stem cell (ST-HSC). (**A**) Experimental design for the transplantation of 2- to 3-month-old LT-HSCs and ST-HSCs in a 2:8 ratio (the same ratio as in young mice bone marrow [BM]) or 5:5 ratio (the same ratio as in aged mice BM). Donor cells were transplanted with 2 × 10^5^ CD45.1^+^/CD45.2^+^ supporting cells into lethally irradiated CD45.1^+^ recipient mice (2:8 ratio, *n* = 18; 5:5 ratio, *n* = 23). (**B**) Donor lineage output of young LT-HSC and ST-HSC transplanted either in a 2:8 ratio or a 5:5 ratio at 4, 8, 12, and 16 weeks post-transplant. Each bar represents an individual mouse. (**C**) Kinetics of average lineage output of young LT-HSCs and ST-HSCs in a 2:8 ratio or a 5:5 ratio at 4, 8, 12, and 16 weeks post-transplant. (**D**) Frequency of myeloid cells in donor cell fraction. *p < 0.05, **p < 0.01. Error bars represent standard deviation. Data represent two independent experiments.

**Figure 6—figure supplement 1.**
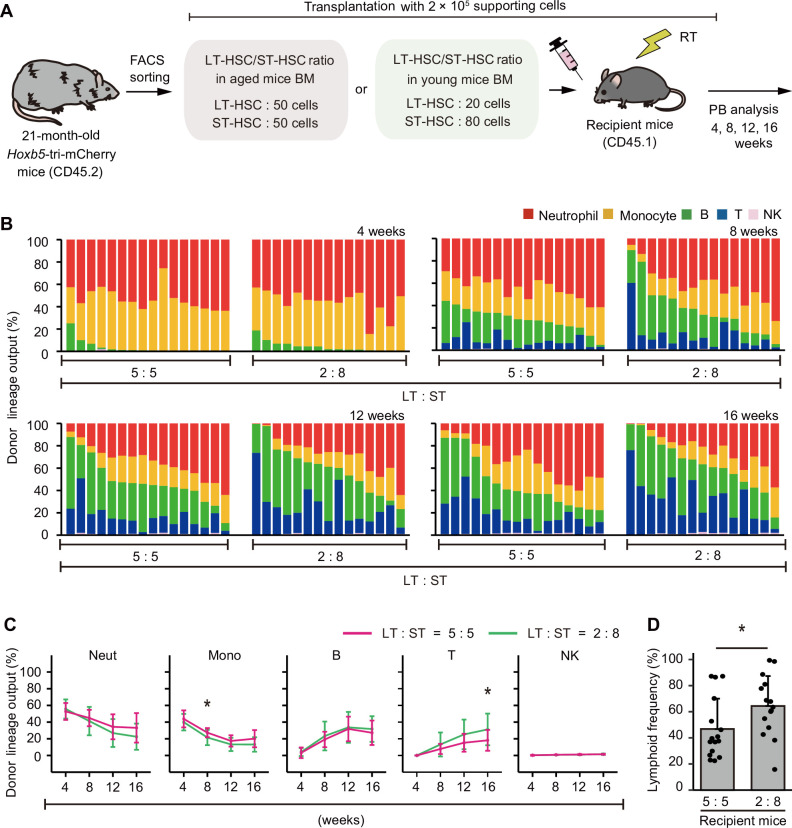
Changing the short-term hematopoietic stem cell (ST-HSC)/long-term hematopoietic stem cell (LT-HSC) ratio accelerates lymphoid hematopoiesis in the use of aged donor cells. (**A**) Experimental design for the transplantation of aged LT-HSCs and ST-HSCs in a 5:5 ratio (the same ratio as in aged mice bone marrow [BM]) or a 2:8 ratio (the same ratio as in young mice BM). Donor cells were transplanted with 2 × 10^5^ CD45.1^+^/CD45.2^+^ supporting cells into lethally irradiated CD45.1^+^ recipient mice (5:5 ratio, *n* = 16, 2:8 ratio, *n* = 15). (**B**) Donor lineage output of aged LT-HSCs and ST-HSCs transplanted either in a 5:5 ratio or a 2:8 ratio, 4, 8, 12, and 16 weeks post-transplantation. Each bar represents an individual mouse. (**C**) Kinetics of average lineage output of aged LT-HSCs and ST-HSCs in a 5:5 ratio or a 2:8 ratio at 4, 8, 12, and 16 weeks post-transplantation. (**D**) Frequency of lymphoid cells in donor cell fraction. *p < 0.05. Error bars represent standard deviation.

### Age-associated extramedullary changes accelerate myeloid-biased hematopoiesis

We found that the fluctuating LT-HSC/ST-HSC ratio in the bulk-HSC compartment corresponded with the myeloid-biased hematopoiesis associated with aging. In contrast, the degree of myeloid bias observed in mice older than 23 months without transplantation (Figure 1A; 49.0 ± 23.4%) was significantly greater than in recipient mice receiving young mixed HSCs with a 5:5 ratio 16 weeks after transplantation (Figure 6D; 30.8 ± 30.8%). This difference indicated that other intrinsic or extrinsic factors might exist in mice older than 23 months to promote myeloid-biased hematopoiesis. To investigate this further, we transplanted 10 GFP^+^ young LT-HSCs into young or 2-year-old recipient mice and examined their PB (Figure 7A). We limited the observation period to 12 weeks because many aged recipient mice had died prior to that point (Figure 7B). PB analysis revealed that aged recipient mice receiving young LT-HSCs produced significantly more myeloid cells than young recipient mice (Figure 7C–E). These results suggested that recipient-dependent extrinsic factors, rather than intrinsic factors of transplanted HSCs, had a greater impact on hematopoietic cell differentiation. Then, we examined BM to determine what extrinsic factors affected differentiation of transplanted HSCs. We performed BM analysis for the mice denoted by † in Figure 7C because many of the aged mice had died before the analysis. Percentages of CMP and GMP, downstream components of myeloid differentiation, were stable or significantly lower in aged recipient mice than in young recipient mice, just as they were in non-treated aged mice (Figures 1B and 7F). In addition, the percentage of common lymphoid progenitor (CLP), a downstream component of lymphoid differentiation, did not differ between young and aged recipients (Figure 7F). In contrast to previous studies (Pinho et al., 2018; Ergen et al., 2012), these findings suggested that intramedullary age-associated changes may not have a significant impact on LT-HSC differentiation.

**Figure 7.**
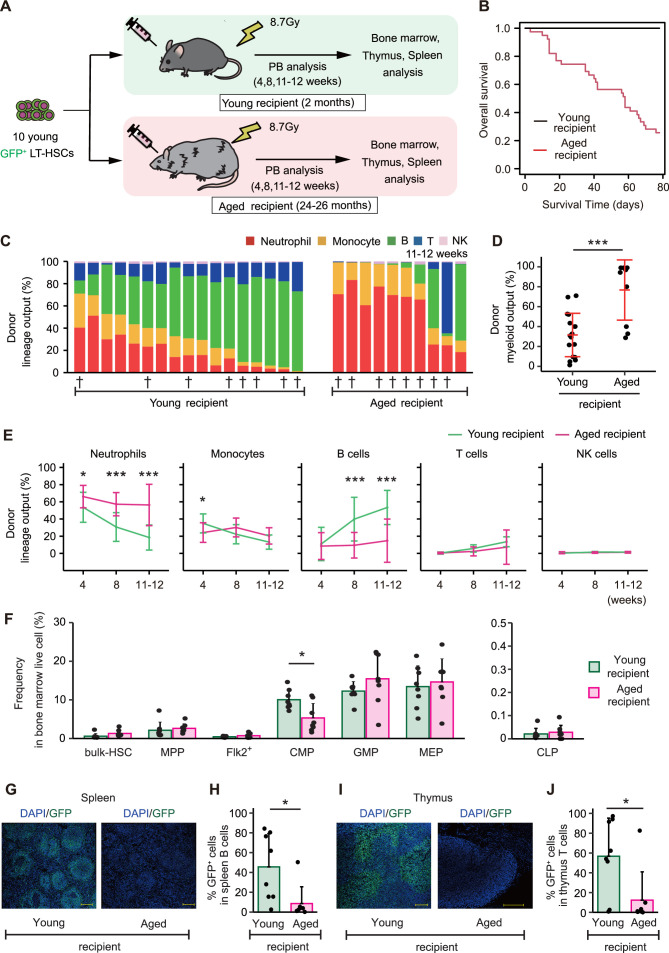
Age-associated physiological changes drive differentiation of long-term hematopoietic stem cells (LT-HSCs) toward myeloid cells. (**A**) Experimental design for assessing the impact of age-associated physiological changes on differentiation of LT-HSCs. Ten GFP^+^ LT-HSCs sorted from young (2–3 months) *Hoxb5*-tri-mCherry GFP mice were transplanted with 2 × 10^5^ CD45.1^+^/CD45.2^+^ supporting cells into lethally irradiated young or aged recipient mice. We defined donor cells as GFP^+^ cells and supporting cells as CD45.1^+^/CD45.2^+^ cells. (**B**) Survival rate of recipient mice in each group. (**C**) Donor lineage output in young or aged recipient mice 11–12 weeks after transplanting young LT-HSCs (young recipient, *n* = 17; aged recipient, *n* = 10). (**D**) Myeloid output (frequency of donor myeloid cells in donor fraction) in young or aged recipient mice 11–12 weeks after transplantation. (**E**) Kinetics of lineage output from donor LT-HSCs in young or aged recipient mice 4, 8, 11, and 12 weeks after transplantation. (**F**) Average frequency of donor bulk-hematopoietic stem cell (HSC) and progenitor cells in donor bone marrow (BM) live cells (young recipient, *n* = 8; aged recipient, *n* = 8). BM samples were taken from mice denoted by † in (**C**). (**G**) Representative immunofluorescence images of frozen spleen sections derived from young or aged recipient mice. Green: donor cells (GFP fluorescence); blue: DNA (4′,6-diamidino-2-phenylindole, DAPI); scale bar: 200 μm. (**H**) Frequency of donor cells in spleen B cells of young or aged recipient mice (young recipient, *n* = 8; aged recipient, *n* = 8). Spleens are taken from mice denoted by † in (**C**). (**I**) Representative immunofluorescence images of frozen thymus sections derived from young or aged recipient mice. Green: donor cells (GFP fluorescence); blue: DNA (DAPI); scale bar: 200 μm. (**J**) Frequency of donor cells in thymus T cells of young or aged recipient mice (young recipient, *n* = 8; aged recipient, *n* = 8). Thymi are taken from mice denoted by † in (**C**). *p < 0.05, ***p < 0.001. Error bars represent standard deviation. Data represent two independent experiments.

Thymi and spleens of recipient mice were then examined, as these are the structures of lymphoid maturation and production of lymphoid progenitors following migration from BM and prior to their appearance in PB. The thymus and spleen analyses were also performed on the mice denoted by † in Figure 7C. Donor cells were not microscopically detectable in the majority of aged recipient mice (Figure 7G, I), and quantitative analysis using a flow cytometer revealed that the frequency of donor cells in spleens and thymi of aged recipients was significantly lower than in young recipients (Figure 7H, J). These results indicate that the process of lymphoid lineage differentiation is impaired in the spleens and thymi of aged mice compared to young mice, or that differentiating cells in the BM do not successfully migrate into these secondary lymphoid organs. These factors contribute to the enhanced myeloid-biased hematopoiesis in PB due to a decrease in de novo lymphocyte production.

## Discussion

Age-related, myeloid-biased hematopoiesis has been suggested as a potential reason for the decline in acquired immunity in the elderly (Geiger et al., 2013). This process has been linked to an increase in myeloid-biased HSC clones in the bulk-HSC fraction identified by surface antigens through aging. By isolating LT-HSCs and ST-HSCs, respectively, we discovered that age-related changes in the ratio of ST-HSCs to LT-HSCs in bulk-HSCs are responsible for myeloid-biased hematopoiesis.

When aged bulk-HSCs were transplanted into young mice, post-transplant hematopoiesis in recipient mice was significantly biased toward myeloid in PB compared to transplantation of young bulk-HSCs (Beerman et al., 2010; Dykstra et al., 2011; Sudo et al., 2000). Historically, this myeloid-biased hematopoiesis derived from aged bulk-HSCs has been considered as evidence supporting expansion of myeloid-biased HSC clones with aging (Geiger et al., 2013; Haan and Lazare, 2018). Other studies suggest that blockage of lymphoid hematopoiesis in aged mice results in myeloid-skewed hematopoiesis through alternative mechanisms. However, this result should be interpreted carefully, since Busulfan was used for myeloablative treatment in this study (Montecino-Rodriguez et al., 2019). To clarify the cause for this disparity, we chose to examine the LT-HSC fraction, which persists in the BM for long periods of time and is enriched for aging-related alterations. We discovered that post-transplant hematopoiesis of aged LT-HSCs did not vary from that of young LT-HSCs in terms of differentiation capacity. Expression of myeloid-related genes was not significantly altered when LT-HSCs from young and aged mice were compared. Therefore, we inferred that age-related myeloid-biased hematopoiesis cannot be attributed to an increase in myeloid-biased HSCs, at least among LT-HSCs. Given that bulk-HSCs consist of LT-HSCs and ST-HSCs, and that LT-HSCs exhibit no change in differentiation potential with age, we hypothesized that ST-HSCs may be responsible for the myeloid-skewing phenotype in PB. Transcriptomic analysis revealed no enrichment of myeloid-related genes in the ST-HSC fraction, ruling out the possibility of an increase in myeloid-biased HSCs in the ST-HSC fraction. Alternatively, we observed a proportionate decrease in ST-HSCs in bulk-HSCs accompanying an increase in LT-HSCs. We postulated that this relative decrease in ST-HSC ratio is responsible for myeloid-biased hematopoiesis. When isolated LT-HSCs and ST-HSCs from young mice were reconstituted to replicate an aged BM type in terms of the LT-HSC/ST-HSC ratio, we discovered that PB was strongly skewed toward myeloid cells after transplantation of reconstituted HSCs. In contrast, transplantation of reconstituted HSCs with a young BM type resulted in a significantly lymphoid-skewed PB profile.

On the other hand, it has been reported that myeloid-biased HSCs have a more persistent capacity for self-renewal (Muller-Sieburg et al., 2004). In fact, in our prior investigation comparing PB 16 weeks post-transplant, myeloid cell production in PB was greater when LT-HSCs were transplanted, while ST-HSC transplantation resulted in a considerable increase in lymphoid cell production (Chen et al., 2016). It is therefore possible that the LT-HSCs and ST-HSCs we isolated utilizing the Hoxb5 reporter system are myeloid- and lymphoid-biased HSCs, respectively. However, the myeloid-producing capacity of LT-HSCs and ST-HSCs 4 weeks post-transplantation is equivalent (Chen et al., 2016). In contrast, 16 weeks after transplantation, ST-HSC transplant recipients demonstrate negligible myeloid development and a predominance of lymphocytes, unlike LT-HSC transplant recipients (Chen et al., 2016). These characteristics show that early post-transplant ST-HSCs lack the phenotypic of lymphoid-biased HSCs. When ST-HSC-transplanted BM cells are employed as donors for secondary transplantation, no donor-cell-derived hematopoiesis is detected in recipients (Chen et al., 2016). In addition, HSCs are not observed in the BM following transplantation of ST-HSCs (Figure 5). These results indicate that ST-HSCs lose their capacity for self-renewal earlier after transplantation than LT-HSCs. In addition, phenotypic examination of lymphocytes in PB after ST-HSC transplantation revealed that nearly all of them were memory cells, and that there was no de novo supply of T cells. In other words, ST-HSCs may have been erroneously classified as lymphoid-biased HSCs due to the preservation of memory lymphocytes with a long half-life in the peripheral circulation, despite the absence of de novo hematopoiesis following transplantation of ST-HSCs. These findings suggest that the bias toward myeloid and lymphoid lineages in post-transplant PB is not regulated by heterogeneity of multipotency, but by heterogeneity of self-renewal capacity.

Multiple extrinsic factors have been implicated as HSC-independent causes of myeloid-biased hematopoiesis associated with aging. Some findings suggest that cell interaction with niche cells in BM is altered (Pinho et al., 2018), whereas others claim that chronic inflammation in aged mice lowers production of lymphoid progenitors and induces myeloid-biased hematopoiesis (Montecino-Rodriguez et al., 2019; Ergen et al., 2012). To identify HSC-independent causes of myeloid-biased hematopoiesis specifically, we transplanted young LT-HSCs into young or aged mice. Cellular differentiation observed in BM revealed that proportions of GMP, MEP, and CLP are unchanged between young and aged recipients. In contrast, an examination of spleens and thymi, the sites of lymphocyte maturation, revealed the absence of donor cells in aged recipients. These findings suggest that myeloid cells increase in aging mice due to a relative decrease in the ratio of mature lymphocytes in PB, resulting from inhibition of lymphocyte maturation outside the BM, such as in the thymus and spleen, rather than a significant change in cell differentiation caused by the intramedullary environment. Attempts have been made in the past to restore thymus function in aged mice by administering keratinocyte growth factor (Rossi et al., 2007b). Indeed, in aged mice, lymphocyte hematopoiesis recovers, which is consistent with our results that the extramedullary environment influences the myeloid-bias phenotype in PB (Rossi et al., 2007b).

It has been clinically documented that recovery of the lymphocyte fraction in PB is delayed in elderly donors, compared to young donors (González-Vicent et al., 2017; Baron et al., 2006). Although it is undeniable that this phenomenon may be due to decreased HSC hematopoietic potential, it may also be due to a change in the ratio of LT-HSC/ST-HSCs in bulk-HSCs, as described in our report, which may give the appearance of a myeloid bias in PB after transplantation. It has also been noted that lymphocyte recovery is delayed in elderly patients compared to younger patients (Berger et al., 2008; van der Maas et al., 2021). Age-related loss in thymus and spleen functions has been recorded in humans, implying that the same mechanism is acting as in our mouse observations. If it is possible to assess and regulate the LT-HSC/ST-HSC ratio in donors and thymus/spleen function in recipients in the future, it will help to develop accurate models for predicting lymphocyte recovery after transplantation as well as new transplantation strategies.

In contrast, our findings should be considered in light of some limitations. In this report, we primarily performed 10–20 cell transplantation assays. Therefore, the current theory should be revalidated using single-cell technology with lineage tracing system (Yamamoto et al., 2018; Rodriguez-Fraticelli et al., 2020). This approach will investigate changes in the self-renewal capacity of individual HSCs and their subsequent differentiation into progenitor cells and PB cells. In the co-transplantation assay shown in Figure 3, the myeloid lineage output derived from young and aged LT-HSCs was comparable (young LT-HSC: 51.4  ±  31.5% vs. aged LT-HSC: 47.4  ±  39.0%, p = 0.82). Although no significant difference was detected, the small sample size (*n* = 8) may limit the sensitivity of the assay to detect subtle myeloid-biased phenotypes. Additionally, in this study, we purified LT-HSCs using the Hoxb5 reporter system and employed a moderate conditioning regimen (8.7 Gy). To have a better picture of total donor contribution, total PB chimerism is presented in Figure 8—figure supplement 1 and we cannot exclude the possibility that these factors may have influenced the results. Therefore, it would be ideal to validate our findings using alternative LT-HSC markers and different conditioning regimens.

In summary, we have demonstrated for the first time that the ratio of LT-HSC/ST-HSC is important in age-related myeloid-skewed hematopoiesis as an HSC-dependent factor and that aging-related thymus and spleen dysfunction also contributes significantly as an HSC-independent factor. Furthermore, here we propose a ‘self-renewal heterogeneity model’ as a new mechanism for hematopoietic heterogeneity, including myeloid-biased hematopoiesis in aged mice (Figure 8). In addition to this report, we have also shown that cellular differentiation in the PB after transplantation can vary by changing transplantation conditions, ultimately altering self-renewal ability (Sakamaki et al., 2021; Nishi et al., 2022). This highlights the significance of deciphering molecular processes that regulate the heterogeneity of HSC self-renewal capacity, which will help to provide a better understanding of the hematopoietic system and the hematopoietic hierarchy in the future.

**Figure 8.**
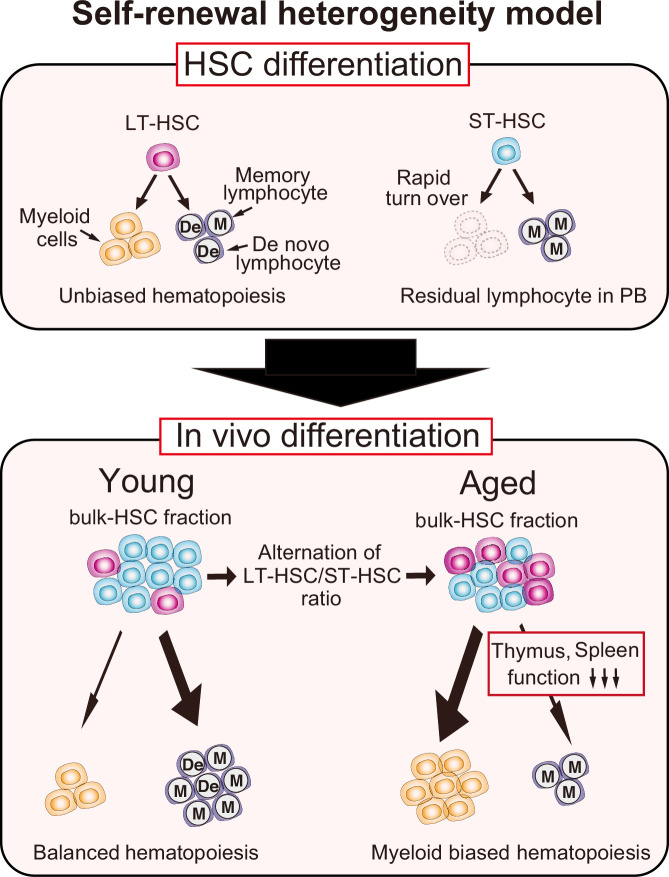
Our new model: self-renewal heterogeneity model. It has been thought that there were myeloid (My-) or lymphoid biased (Ly-) hematopoietic stem cells (HSCs), and that clonal selection of My-HSCs caused age-associated myeloid-biased hematopoiesis. However, in our model, long-term hematopoietic stem cells (LT-HSCs) represent unbiased hematopoiesis throughout life. Short-term hematopoietic stem cells (ST-HSCs) lose their hematopoietic ability within a short period, and memory-type lymphocytes remain in the peripheral blood (PB) after ST-HSC transplantation. These remaining memory-type lymphocytes make it look as if ST-HSCs are lymphoid-biased (the upper section). As a result, the age-associated relative decrease of ST-HSCs in bulk-HSC fraction causes myeloid-biased hematopoiesis with age. Additionally, the blockage of lymphoid differentiation at the spleen and thymus accelerates further myeloid-biased hematopoiesis in aged mice (the lower section).

**Figure 8—figure supplement 1.**
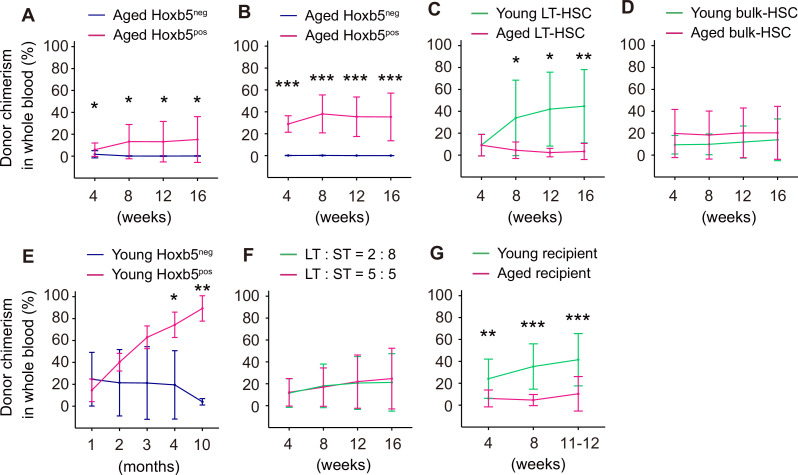
Analysis of donor chimerism in whole blood cells for each transplantation assay. (**A**) Donor chimerism analysis related to Figure 2C, E. (**B**) Donor chimerism analysis related to Figure 2D, F. (**C**) Donor chimerism analysis related to Figure 3B, C. (**D**) Donor chimerism analysis related to Figure 3—figure supplement 1B-C. (**E**) Donor chimerism analysis related to Figure 5B. (**F**) Donor chimerism analysis related to Figure 6B, C. (**G**) Donor chimerism analysis related to Figure 7C–E. Donor chimerism was calculated as the frequency of donor cells in whole peripheral blood. *p < 0.05, **p < 0.01, ***p < 0.001. Data and error bars represent means ± standard deviation.

## Methods

### Mice

Mice with an *Hoxb5*-tri-mCherry (C57BL/6J background), derived from our previous work (Chen et al., 2016), were harvested for donor cells for transplantation, PB, and BM analysis. CAG-EGFP mice (C57BL/6J background) were bred with *Hoxb5*-tri-mCherry for transplantation experiments. Eight- to fourteen-week-old C57BL/6-Ly5.1 mice (purchased from Sankyo Labo Service) were used as recipients for transplantation assays. For aged recipients, 2-year-old CD45.2 C57BL/6J mice were purchased from CLEA Japan. Supporting BM cells were collected from 8- to 12-week-old C57BL/6-Ly5.1 × C57BL/6J (F_1_ mice CD45.1^+^/CD45.2^+^). All mice were housed in specific pathogen-free conditions and were carefully observed by staff members. Mice were bred according to RIKEN or Kyoto University. All animal protocols were approved by the RIKEN Center for Biosystems Dynamics Research (A2017-07-10) and Kyoto University (MedKyo 19033, MedKyo 20004).

### Flow cytometry, cell sorting, and BM analyses

Flow cytometry and cell sorting were performed on a FACS Aria II cell sorter (BD Biosciences) and analyzed using FlowJo software (BD Biosciences). BM cells were collected from bilateral tibias, femurs, humeri, and pelvises in Ca^2+^- and Mg^2+^-free PBS supplemented with 2% heat-inactivated bovine serum (Gibco) and 2 mM EDTA (Thermo Fisher Scientific). Cells were passed through 100 and 40 μm strainers (Corning) before analysis and sorting. Prior to staining, samples were blocked with 50 µg/ml rat IgG (Sigma-Aldrich) for 15 min. To enrich HSCs and progenitor populations for sorting and BM analyses, cells were stained with APC-eFluor780-conjugated anti-c-Kit (clone: 2B8) and fractionated using anti-APC magnetic beads and LS columns (both Miltenyi Biotec). c-Kit^+^ cells were then stained with combinations of antibodies as described in Supplementary file 1. All staining was incubated at 4°C for 30 min, except for CD34 staining, which was incubated for 90 min. Samples were washed twice after staining. Prior to flow cytometry or cell sorting, samples were stained with SYTOX Red Dead Cell Stain (Life Technologies) or 7-aminoactinomycin D (BioLegend). Cells were double sorted for purity. For the combined analysis of the upstream (HSC, MPP, and Flk2^+^) and downstream (CLP, MEP, CMP, and GMP) fractions in Figure 1B, we normalized by c-Kit^+^ cells because we performed a c-Kit enrichment for the BM analysis.

### Transplantation and PB analyses

Twelve to twenty-four hours prior to transplantation, C57BL/6-Ly5.1 mice, or aged C57BL/6J recipient mice were lethally irradiated with single doses of 8.7 Gy. For transplantation assays, donor cells were first combined with 2 × 10^5^ whole BM supporting cells (C57BL/6-Ly5.1 × C57BL/6 J _F_1 mice CD45.1^+^/CD45.2^+^) in 200 μl of PBS with 2% FBS, and then injected into the retro-orbital venous plexus. For evaluation of post-transplant kinetics, PB was collected and analyzed. At each time point, 50 μl of blood were collected from the tail vein and re-suspended in Ca^2+^- and Mg^2+^-free PBS supplemented with 2 mM EDTA. Red blood cells were lysed twice on ice for 3 min with BD Pharm Lyse Buffer (BD Pharmingen). Identification of leukocyte subsets was performed by staining with antibodies. Antibody information is described in Supplementary file 1. For evaluation of lineage output, the frequency of each lineage (NK cell, B cell, T cell, neutrophil, and monocyte) was determined in the whole fraction. The analysis of donor lineage output was restricted to donor cells showing ≥0.1% donor chimerism at the last PB analysis to allow reliable detection. The percentage of donor chimerism in PB was defined as the percentage of CD45.1^−^CD45.2^+^ cells among total CD45.1^−^CD45.2^+^ and CD45.1^+^CD45.2^+^ cells. PB data represent mice which survived until the last PB analysis.

### Thymus and spleen analysis

Thymi and spleens were harvested and disrupted into a single-cell suspension. Cells were passed through 100 and 40 μm strainers (Corning). Isolated thymocytes and splenocytes were incubated on ice for 30 min with appropriately diluted antibodies in staining buffer. Identification of B cells in spleens and T cells in thymi was performed by staining with antibodies described in Supplementary file 1. Prior to flow cytometry or cell sorting, samples were stained with SYTOX Red Dead Cell Stain (Life Technologies).

### Tissue imaging

Freshly dissected spleens and thymi were fixed in 4% PFA (Nacalai tesque) in PBS for 24 hr at 4°C. After PFA washout with PBS, tissues were cryoprotected with 30% sucrose in PBS for 24 hr at 4°C, embedded in Tissue-Tek O.C.T. compound (Sakura Finetek), and snap-frozen in liquid nitrogen. Serial 10 μm longitudinal cryostat sections were obtained using CryoStar NX50 (Thermo Fisher Scientific). Cell nuclei were counterstained with 4′,6-diamidino-2-phenylindole (1 μg/ml, Roche). To reduce autofluorescence, tissue sections were treated with Vector TrueVIEW autofluorescence quenching kit (Vector Laboratories). Images were obtained from Leica TCS SP8 (Leica).

### RNA sequencing

Total RNA was isolated with Trizol (Thermo Fisher Scientific) and cleaned up using RNeasy MinElute columns (QIAGEN). cDNA libraries were prepared from bulk-HSCs, ST-HSCs, and LT-HSCs using a KAPA RNA HyperPrep kit with RiboErase (HMR) (Kapa Biosystems) and sequenced using a Hiseq 1500 (Illumina) to obtain 2 × 127 basepair (bp) paired-end reads. Three replicates were sequenced for each population. Raw transcriptome sequence data were mapped to the genome (mm10) using HISAT2 (ver 2.1.0) (Kim et al., 2015). Alignments were then passed to StringTie (ver 1.3.4d), which was used to assemble and quantify transcripts in each sample (Pertea et al., 2016). EdgeR (ver 3.22.5) was then used to compare all transcripts across conditions and to produce tables and plots of differentially expressed genes and transcripts (Robinson et al., 2010). Normalization with the TMM method was performed with the edgeR package in Bioconductor‬ (https://bioconductor.org/). ‬Genes (12,808 genes) were selected for hierarchical clustering based on the mean of TMM normalized read counts across all samples’ cells (mean ≥ 1). 

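A mean TMM-normalized value of at least 1 CPM over the 18 libraries kept 12808 of the 24421 deposited genes, the number that the paper states. With the same minimum of 1 applied to the mean TMM-scaled count in place of CPM, 15710 genes were kept.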

Then, clustering was performed by using the hclust function for R (distance = ‘Spearman’s correlation’; method = ‘ward.D2’). We depicted Venn diagrams and performed GSEA analyses in Figure 4D–G and Figure 4—figure supplement 1C–D using previously published gene sets after excluding genes that could not be annotated by our transcriptome dataset. GSEA was performed using GSEA software (http://www.broadinstitute.org/gsea) with default settings (Subramanian et al., 2005).

### Quantification and statistical analyses

Statistical analyses were performed using ggplot2 in R (version 4.1.2) or Microsoft Excel. Sample size for each experiment and replicate numbers of experiments are included in figure legends. Statistical significance was determined using Welch’s *t* test. p values <0.05 were considered significant.

## Data Availability

Sequencing data has been deposited in the Gene Expression Omnibus under accession code GSE226803. Correspondence and requests for materials should be addressed to MM (). The following dataset was generated: NishiK MiyanishiM 2023Transcriptome analysis of bulk-HSCs, LT-HSCs and ST-HSCsNCBI Gene Expression OmnibusGSE226803

# Supplementary material for: Alteration of long- and short-term hematopoietic stem cell ratio causes myeloid-biased hematopoiesis
**Source:** eLife. 2025 Aug 27;13:RP95880. doi: 10.7554/eLife.95880
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | The information is provided in the "Data and materials availability" subsection of the Methods. Detailed information on the antibodies used in this report is available in Supplementary File 1. |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | The information is the Methods section. Detailed information on the antibodies used in this report is available in Supplementary File 1. |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | N/A |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | The information is the "Mice" subsection of the Methods. |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Experiments were conducted using sufficient sample numbers to detect statistically significant differences. However, Figure 3 did not achieve statistical significance; the power analysis for this experiment showed a power of 0.319, suggesting that additional samples may be required. This limitation is addressed in the Discussion section. |  |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria | The information is the " Transplantation and peripheral blood analyses" subsection of the Methods. |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | This information is provided in the figure legend. |  |
| Define whether data describe technical or biological replicates. | This information is provided in the figure legend. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | All animal protocols were approved by the RIKEN Center for Biosystems Dynamics Research (A2017-07-10) and Kyoto University (MedKyo 19033, MedKyo 20004). |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | The information is the " Quantification and statistical analyses " subsection of the Methods. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | The information is provided in the "Data and materials availability" subsection of the Methods. |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | The information is provided in the "Data and materials availability" subsection of the Methods. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | This information is provided in the figure legend. |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | The information is the " RNA sequencing" subsection of the Methods. |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | The information is the " RNA sequencing" subsection of the Methods. |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

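RNA of LT-HSCs, ST-HSCs and bulk-HSCs sorted from young and aged Hoxb5-tri-mCherry mice was sequenced by the authors in 18 libraries, 3 for each fraction at each age. The authors aligned the reads to mm10 with HISAT2 2.1.0, quantified them with StringTie 1.3.4d and compared them with edgeR 3.22.5. The deposited values are counts of reads per gene, whole numbers without normalization, for 24421 gene symbols. All 18 columns were used. Each library was assigned to its fraction, age and replicate from the sample descriptions. The paper's text does not say whether equal replicate numbers in different fractions come from the same animals. Libraries of one number were therefore treated as unpaired, with a replicate block as an alternative.

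The counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, with DESeq2 1.42.0 and fgsea 1.28.0 for alternatives. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Counts were normalized with TMM factors, and the 12808 genes with a mean of at least 1 TMM-normalized CPM over all libraries were tested. One quasi-likelihood model of the 6 group means was fitted, and contrasts gave the change with age in each fraction, the difference between fractions at each age and the difference in the age effect between fractions. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as changed. Standard errors were derived from the log2 fold change and the F statistic. Coordinates, transcript lengths and GC content came from GENCODE release M21, which matched 96.0% of the tested symbols.

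Gene lists for inflammation, p53 targets, E2F targets, HSC aging, myeloid genes and lymphoid genes were written by hand, since the published sets were not used here. Each was tested with camera at an inter-gene correlation of 0.01, with adjustment over 20 tests. The genes named are those that the paper names for these libraries and, for each comparison, the 3 with the largest rise and the 3 with the largest fall. These had to have an adjusted p under 0.05, at least 10 CPM in the higher group and no overlap between the libraries of the groups. For each list the 3 members with the smallest p were eligible to be named, as were marker genes for sorting, sex and contaminating cells. Ttll1, Pdcd2, Raver1, Lrch4, Gm20605, Cysltr2, Plxdc2, Anxa6, Scd2 and the genes with a peak in a single library fall outside this rule and were chosen after their values were seen. A fold change against a group at 0 counts in every library is a lower bound computed against 3 counts, which takes the zeros as true low counts.

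The comparisons, their tests, the gene lists and the alternatives were chosen before the data were examined, apart from 5 alternatives, the form of the mixture estimate and those tests of technical explanations that are named below as chosen after. The 5 alternatives are the number of detected genes as a covariate, limma-voom with sample quality weights, the distance over genes with at least 10 counts in every library, a rescaled mixture estimate, and counts summed over genes that overlap on the same strand. The alternatives chosen in advance were normalization by library size alone or by RLE size factors, no filter beyond 1 count, at least 10 counts in every library, filterByExpr, a fit on only the groups compared, the replicate block, DESeq2, and each library left out in turn. For lists they were camera with an estimated correlation, fry, fgsea and Reactome sets.

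The depth ran from 16495048 to 22973844 counts per library, and 3 counts correspond to 0.131 to 0.182 CPM. No library was left out.

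The methods were tested on simulated data with the deposited libraries' depth and 12808 genes, of which 200 were given a 4-fold change in aged LT-HSCs. The edgeR test called 137 of the 200 with the correct sign in 100% of them, called 6 unchanged genes, and called 0 genes in ST-HSCs, where nothing had been changed. The interaction test called 99 of the 200. DESeq2 called 153 of the 200 and 41 unchanged genes. Among random lists, 0.5% had an unadjusted p under 0.05 with camera, 0.5% with an estimated correlation, 6.5% with fry and 2% with fgsea. The simulated genes were drawn independently of each other, with the same dispersion in every library and without genes missing from single libraries. The calls and rates therefore do not show how the tests behave with correlated genes or unequal noise between the ages. The exact permutation test of the distances gave p = 0.404 without an age effect and p = 0.00025 with one. An estimate of the LT-HSC share of bulk-HSC RNA failed its test on simulated mixtures in young mice. At a known share of 0.2 in young mice its median over 200 simulated data sets was 0.451, with the lowest 10% at 0 and the highest 10% above 0.893. In aged mice, where the estimate rests on Vwf alone, the median was 0.197 at a share of 0.2 and 0.487 at 0.5. The estimate held the shares of LT-HSCs and ST-HSCs to a sum of 1 by least squares, a change from the non-negative least squares chosen in advance.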

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

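The tests in this part were chosen before their results were seen, with exceptions. Chosen after were limma-voom with sample quality weights, the covariate for the number of detected genes and Ttll1 itself. The comparison of Hoxb5 with the genes that the paper names was also chosen after. Groups of 3 libraries were not tested for outlying samples.

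The age effect of the genes that the paper names differed between fractions. On the log2 scale, the effect in LT-HSCs minus that in ST-HSCs was −0.89 for Slamf1, −1.43 for Vwf and −2.44 for Selp. The effect in LT-HSCs minus that in bulk-HSCs was −0.86 for Slamf1, −0.68 for Vwf, −2.02 for Selp and −0.63 for Itgb3. These 7 of 8 tests had an adjusted p between 0.000669 and 0.0296 over the 8 interaction tests (edgeR), while the smallest adjusted p over all genes was 0.295. That p, for Vwf against ST-HSCs, ran from 2.39e-05 to 0.999 over the alternatives to the edgeR fit. The paper took these genes from earlier studies but reports this pattern for them from the same libraries. The 8 tests are therefore no independent support for it. If a single library were the source of the difference from ST-HSCs, the difference would be lost without it. The largest unadjusted p over the 12 fits that each left out one library was 0.000387 for Vwf, 0.00509 for Selp and 0.0311 for Slamf1. Against bulk-HSCs the difference over such fits ran from −0.98 to −0.77 for Slamf1, from −0.87 to −0.49 for Vwf, from −2.93 to −1.59 for Selp and from −0.84 to −0.43 for Itgb3. LT-HSCs sorted among aged ST-HSCs would raise Hoxb5 there along with these genes. Hoxb5 had 2.08 CPM in young and 2.21 in aged ST-HSCs, at most 4.56 in an aged library, against 23.0 in aged LT-HSCs. Selp had 243 CPM in aged ST-HSCs against 363 in aged LT-HSCs, and Slamf1 43.6 against 67.8. These values argue against such contamination for Selp and Slamf1, and less so for Vwf (304 against 859). Other contamination and a batch shared by the libraries of one group were not tested for these genes. The differences may reflect the sorted fraction, but they cannot be told apart from these untested explanations.

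The HSC aging genes rose less in LT-HSCs than in other fractions, with a median difference of −0.45 from ST-HSCs (lower for 28 of 37 genes) and −0.63 from bulk-HSCs (lower for 30 of 37). Correlation between the genes of the list was tested by estimating it, which left an unadjusted p of 0.00219 against ST-HSCs and 0.00457 against bulk-HSCs. Without the 4 genes that the paper names, the p over the other 33 genes was 1.51e-05 and 3.58e-05. Genes missing from single young libraries were tested by keeping the 26 list genes with at least 10 counts in every library, which gave 2.87e-07 and 6.62e-07. Other splits of the 12 libraries, in which young and aged libraries of one number in a fraction changed places, gave as small a p in 13 of 32 cases against ST-HSCs and in 16 of 32 against bulk-HSCs, the real split included. A split that exchanges the ages in one fraction turns the difference of age effects into their sum, and the list rose with age in each fraction, so a small p was to be expected in such splits. They do not decide whether a grouping at random gives the pattern, which stays open, and a batch was not tested. The pattern is left as a hypothesis and is not called biological here.

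Ttll1 was the only gene whose age effect differed between LT-HSCs and bulk-HSCs over all genes (edgeR, adjusted p = 0.0241). It had 0 counts in the 3 young bulk-HSC libraries and between 87 and 265 in the aged ones, at least 50.3-fold higher. Its adjusted p rose above 0.05 in 6 of the 12 fits that left out one library, with a fit on only the groups compared (0.146), with the replicate block (0.101) and with limma-voom (0.825); over its alternatives it ran from 7.78e-09 to 0.825. Splits of the 12 libraries gave at least 1 such gene in 13 of 32 cases, with up to 444 genes. These splits include sums of 2 age effects, so they do not show how often a grouping at random gives such a call. For the age effect in LT-HSCs against that in ST-HSCs, the count was 0, with 502 genes at an unadjusted p under 0.05, and each of the 32 splits gave at least as many, up to 363. A count of 0 is matched by any split, so this decides nothing.

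Of the 25 genes that changed with age in all 3 fractions, 24 are genes whose expression the paper does not report, all but Itgb3; Cd34 appears in the paper as a sorting marker. Among them Cysltr2, Gpr183, Fyb and Plek rose and Plxdc2, Anxa6 and Scd2 fell in each fraction. Within each fraction, the real split was the only one of the 4 splits parting same-numbered pairs to give as many changed genes (1 of 4 each); the other splits gave at most 2 genes in LT-HSCs, 1 in ST-HSCs and 0 in bulk-HSCs. With 4 splits the share cannot fall under 0.05. Over all fractions, the real split gave 766 genes and was the only one of 100 splits drawn from 256 to give as many (1 of 100, with at most 168 genes in another). A batch that follows age was not tested, since neither the labels nor the paper's text give one. An age effect is a candidate explanation for these 24 genes, which cannot be told apart from such a batch.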

How the results depend on the processing

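Alternatives named here were chosen in advance, except the covariate for the number of detected genes, limma-voom with sample quality weights, the summing of genes that overlap on the same strand, the distance over genes with at least 10 counts in every library and the rescaled mixture estimate, which were chosen after seeing the data. In each case of a change below, the cause was not tested.

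With DESeq2 the number of changed genes rose from 57 to 290 in LT-HSCs, from 109 to 448 in ST-HSCs, from 253 to 741 in bulk-HSCs and from 766 to 1321 over all fractions. It rose from 55 to 387 between young LT-HSCs and ST-HSCs, from 1 to 55 between the aged fractions, from 0 to 83 for age effects differing between LT-HSCs and ST-HSCs and from 1 to 122 between LT-HSCs and bulk-HSCs. The DESeq2 calls included 57, 105 and 248 of the edgeR calls with age in the 3 fractions. A fit on only the groups compared gave 9, 27 and 139 genes with age, sharing 6, 25 and 112 with the joint fit. It gave 5 genes between young LT-HSCs and ST-HSCs, 3 between the aged fractions and 0 for age effects differing between LT-HSCs and bulk-HSCs (718 at an unadjusted p under 0.05). With the number of detected genes as a covariate, 23, 54 and 82 genes changed with age and 134 over all fractions. Limma-voom gave 7 genes between young LT-HSCs and ST-HSCs, 66 between the aged fractions and 0 for age effects differing between LT-HSCs and bulk-HSCs (741 unadjusted). Between aged LT-HSCs and ST-HSCs, no filter beyond 1 count gave 2 genes, as did at least 10 counts in every library. The age effect differed between LT-HSCs and bulk-HSCs for 0 genes with at least 10 counts in every library (584 unadjusted) and 0 with the replicate block (744 unadjusted). Summing overlapping genes gave 59, 112 and 253 genes with age. The other counts stayed within 1.5 times the main count under normalization by library size alone, RLE size factors and filterByExpr.

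Leaving out one library gave from 15 to 182 genes with age in LT-HSCs, from 45 to 120 in ST-HSCs, from 114 to 237 in bulk-HSCs and from 603 to 833 over all fractions. It gave from 35 to 127 between young LT-HSCs and ST-HSCs and from 0 to 2 between the aged fractions. For age effects it gave from 0 to 11 genes against ST-HSCs and from 0 to 20 against bulk-HSCs.

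Hoxb5 in young LT-HSCs against ST-HSCs passed the threshold with DESeq2, at 3.22. With the covariate, its change with age turned to −1.34 in LT-HSCs, −0.63 in ST-HSCs and −0.66 in bulk-HSCs, and the LT-HSC effect minus the ST-HSC effect to −0.72; limma-voom gave −0.18 in ST-HSCs. Without single libraries the change with age of Hoxb5 ran from −0.095 to 1.44 in LT-HSCs and from −0.99 to 0.87 in ST-HSCs, their difference from −0.60 to 1.35, and the change of Slamf1 in LT-HSCs from −0.026 to 0.19.

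Camera with an estimated correlation left 0.137 for the inflammation genes and 0.137 for the p53 targets in ST-HSCs. For the E2F targets it left 0.197 in LT-HSCs, 0.195 in ST-HSCs, 0.137 in bulk-HSCs and 0.137 between young LT-HSCs and bulk-HSCs. With fry the adjusted p was 0.00825 for the inflammation genes and 0.00825 for the p53 targets in LT-HSCs, and 0.0168 for the p53 targets in bulk-HSCs, all past the threshold. For the E2F targets fry gave 0.214, 0.160 and 0.0667 in the 3 fractions. The direction reversed for the inflammation genes in bulk-HSCs (fry 0.318, fgsea 0.479, at least 10 counts in every library 0.707), the myeloid genes in ST-HSCs (fry 0.731), the lymphoid genes in ST-HSCs (fry 0.731, fgsea 0.595, at least 10 counts 0.640) and in bulk-HSCs (fry 0.939). Library size alone gave 0.0494 for the p53 targets in LT-HSCs. For the p53 result, a Reactome set in place of the list reversed the direction in LT-HSCs (0.329), ST-HSCs (0.534) and bulk-HSCs (0.616). The Reactome set for G1/S-specific transcription left 0.114 in LT-HSCs and 0.0578 in bulk-HSCs, that for DNA replication 0.0814 in LT-HSCs, and that for cytokine signaling 0.267 for inflammation in ST-HSCs. Over these alternatives the adjusted p ran from 0.00825 to 0.822 for inflammation in LT-HSCs, 0.00370 to 0.267 in ST-HSCs and 0.318 to 0.822 in bulk-HSCs. For the p53 targets it ran from 0.00825 to 0.329, 0.00239 to 0.534 and 0.0168 to 0.616 in LT-HSCs, ST-HSCs and bulk-HSCs. For the E2F targets it ran from 2.58e-11 to 0.214, 4.35e-09 to 0.195 and 3.70e-18 to 0.137, and from 1.67e-17 to 0.137 between the young fractions. For the myeloid genes it ran from 0.349 to 0.774 in ST-HSCs, and for the lymphoid genes from 0.595 to 0.882 in ST-HSCs and 0.516 to 0.939 in bulk-HSCs. The HSC aging genes kept their direction and stayed past the threshold in each fraction and between young LT-HSCs and bulk-HSCs under each of their alternatives, with an adjusted p of at most 0.000367. Without single libraries the adjusted p ran from 0.0452 to 0.634 for inflammation in LT-HSCs, 0.0207 to 0.129 in ST-HSCs and 0.613 to 0.987 in bulk-HSCs. For the p53 targets it ran from 0.0216 to 0.183, 0.0295 to 0.155 and 0.0491 to 0.613, and for the lymphoid genes from 0.267 to 0.841 in LT-HSCs and 0.498 to 0.913 in ST-HSCs.

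The Spearman distance difference between ages kept its direction and passed the threshold under each alternative, from 0.0102 to 0.170, and from 0.0141 to 0.0174 without one replicate number. The LT-HSC share of bulk-HSC RNA in aged minus young mice, −0.335, reversed to 0.237 with the genes different at both ages and to 0.247 with Hoxb5 alone, was −0.983 over all genes kept by the filter and −0.0486 with CPM scaled by each gene's mean, and ran from −0.416 to 0.279 without single libraries.

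Of 126 single-gene values, the alternatives chosen in advance gave 892 results besides the fits without a library: 813 kept their direction and side of the threshold, 43 no longer passed, 36 now passed and 0 reversed. The fits without a library gave 726, of which 122 no longer passed, 7 now passed and 9 reversed. The alternatives chosen after seeing the data gave 222, of which 46 no longer passed, 7 now passed and 5 reversed. Genes with 0 counts in a library, Hoxb5 among them, have no value with at least 10 counts in every library, and a fit on only the groups compared does not exist for all fractions together. Reactome sets were tried for 3 lists.

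Libraries of one replicate number in the groups compared were correlated by 0.0246, 0.0276 and 0.00135 on average for the age comparisons in LT-HSCs, ST-HSCs and bulk-HSCs, after group means were removed. Between LT-HSCs and ST-HSCs the correlation was 0.0782 in young and 0.0669 in aged mice, and between LT-HSCs and bulk-HSCs 0.0312 and −0.00992. With the replicate block, 77, 96 and 238 genes changed with age in the 3 fractions, and 40 differed between young LT-HSCs and ST-HSCs.

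Depth limits the changes against groups at 0 counts to lower bounds, which hold only if the zeros are true low counts. The zeros of Osmr and Matn4 in young ST-HSCs are among those whose source was not found.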

Differences from the paper's values

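The values compared were the number of genes kept by the filter, the Hoxb5 means of the 6 groups and the ratios of aged to young means of Slamf1, Vwf, Selp and Itgb3 in each fraction. None of them differed by more than the replicate error and 1.5 times from the values computed here. The paper describes Slamf1, Vwf, Selp and Itgb3 as relatively comparable with age in LT-HSCs, unlike in the other fractions. By the ratios here this holds for Slamf1 (1.07) and Vwf (1.32). Selp and Itgb3 were 4.21 and 2.23 times higher in aged LT-HSCs, without overlap between libraries (edgeR, adjusted p = 0.0534 and 0.00477). For all of these genes the ratios were larger in ST-HSCs and bulk-HSCs. Enrichment scores, the violin plots of Figure 4C and other values of the paper were not compared.

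The paper states that inflammation and p53 genes changed with age with very similar patterns in the fractions. With the hand-written lists, both passed the threshold in ST-HSCs (camera, adjusted p = 0.0359 and 0.0353) and neither did in LT-HSCs (0.139 and 0.0526) or bulk-HSCs (0.801 and 0.213), where the inflammation genes had the direction lower. With fry, set before the data were examined, the inflammation genes passed in LT-HSCs (0.00825), as did the p53 targets in LT-HSCs (0.00825) and bulk-HSCs (0.0168). Of the other settings set before the data were examined, camera with an estimated correlation left neither list past the threshold in ST-HSCs (0.137 and 0.137). A Reactome set in place of the p53 list reversed its direction in LT-HSCs (0.329), ST-HSCs (0.534) and bulk-HSCs (0.616), and the set for cytokine signaling left 0.267 for inflammation in ST-HSCs. With library size alone, also set before the data were examined, the p53 targets passed in LT-HSCs (0.0494). None of the settings took the inflammation genes in bulk-HSCs past the threshold; their adjusted p ran from 0.318 to 0.822. Tested directly, the age effect in LT-HSCs did not differ from that in ST-HSCs or bulk-HSCs past the threshold for the inflammation genes (camera, adjusted p over 12 tests = 0.840 and 0.230) or the p53 targets (0.840 and 0.840). A difference between LT-HSCs and the other fractions was therefore not found, and which fractions passed the threshold changed with the setting.

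The paper states that shared myeloid genes leaned towards enrichment in aged bulk-HSCs, without statistical significance. With the hand-written list of 27 myeloid genes the direction in bulk-HSCs was lower, with a median log2 fold change of −0.25 and 11 genes higher (camera, adjusted p = 0.213). None of the settings turned that direction, and the adjusted p ran from 0.211 to 0.905 over the alternatives. Only the directions differ, since neither result was significant. The published sets behind Figure 4F were not used here.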

Other observations

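The test of noise in LT-HSC libraries, the tests of GC content and length and the other splits were chosen before their results were seen; the remaining tests in this part were chosen after.

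More genes changed with age in bulk-HSCs than in LT-HSCs, 253 against 57. Genes missing from single young libraries were weighed as an explanation. Over genes with at least 10 counts in every library, 242 genes changed in bulk-HSCs against 82 in LT-HSCs, a ratio of 2.95. Missing genes therefore do not account for the difference as a whole. If LT-HSC libraries were only noisier, with equal age effects, about as many genes would have a larger effect in either fraction. Of the 109 genes changed in ST-HSCs, 68 (62.4%) had a larger age effect in bulk-HSCs than in LT-HSCs. Without young LT-HSC replicate 2 alone, 182 genes changed in LT-HSCs. The Spearman distance of this library was 0.0472 to 0.0496 to the aged LT-HSC libraries, and 0.0631 and 0.0872 to the other young LT-HSC libraries. The lower count in LT-HSCs thus depends in large part on 1 library, and noise in LT-HSC libraries stays open as a source. With 4 splits for each count the share of splits cannot fall under 0.05, so these splits leave open a grouping of the libraries at random.

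LT-HSCs and ST-HSCs differed in 55 genes in young mice and 1 in aged mice. A weaker separation of the sorted fractions in aged mice was weighed by Hoxb5, whose difference between LT-HSCs and ST-HSCs was 0.18 larger in aged mice on the log2 scale, within its error. Over genes with at least 10 counts in every library the ratio of young to aged counts was 37.5, against genes missing from single young libraries as the source. With libraries weighted by quality it was 0.106, so the pattern may come from unequal noise among libraries. Each of these counts was matched by no other split (1 of 4 each, with 0 genes in the other splits).

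Most genes changed in bulk-HSCs were higher in aged mice. Over genes with at least 10 counts in every library, 72.7% were higher. Across genes, which are not independent replicates, Spearman's rho of the log2 fold change was −0.0176 with transcript GC content and 0.0767 with transcript length, over the 12295 tested genes with a transcript. A difference in sex was weighed by 4 Y-linked genes, which summed to at least 204 CPM in every library, with at most 21.1 CPM of Xist. RNA from mature blood cells was weighed by marker genes, which summed to at most 49.6 CPM in any library, in an aged bulk-HSC library and all from erythroid genes. Of these explanations none accounts for the pattern as a whole, although Hba-a2 is itself an erythroid gene and its rise may come from such cells. Scaling by library size alone lowered the share to 66.7%.

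Over all fractions 766 genes changed with age, with 470 higher and 296 lower. With the number of detected genes as a covariate, 134 did. The number of detected genes is itself lower in the young libraries, except young LT-HSC replicate 2, than in the aged ones, so the covariate can be told apart from age only in part. Scaling by library size alone gave 419 higher and 391 lower.

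Raver1 and Lrch4 had 0 counts in 6 libraries, all young, and at least 1013 counts in the other 12. In these 6 libraries the overlapping gene Gm38431 had 1932 to 2752 counts, against 0 to 564 in the other 12, and Gm20605, which overlaps Lrch4, had 1769 to 3372 against 192 to 1774. The summed counts of Raver1 and Gm38431 changed by 0.17 on the log2 scale with age in bulk-HSCs, in place of −9.33 for Gm38431 alone. The fall of Gm38431 is therefore consistent with reads of Raver1 having been counted on it in those libraries. The same explanation was tested for the 578 zeros among genes with a median of at least 200 counts. Only 52 of these zeros are of genes with an overlapping gene on the same strand, so the others could not meet the test. For 20 of the 578 (3.46%), the overlapping gene had more CPM than in every library with counts of the missing gene. Counting on an overlapping gene therefore does not account for most zeros, whose source was not found.

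In 12 genes a single library had at least 100 CPM and more than 20 times the CPM of every other library. Of these, 7 were in young ST-HSC replicate 3, 2 in young bulk-HSC replicate 3, 1 in young ST-HSC replicate 1 and 2 in aged libraries. In young ST-HSC replicate 3, Ociad1 had 474811 counts and Pdcd2 had 181912, or 10324 CPM against at most 27.3 in another library. Pdcd2 passed the threshold between young LT-HSCs and ST-HSCs (log2 fold change −7.85, edgeR, adjusted p = 0.0433), and without single libraries its change ran from −8.43 to −0.59. No biological explanation was tested for these peaks.

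If bulk-HSCs of aged mice held more LT-HSCs, their RNA would show a larger LT-HSC share. The estimated share was 0.969 ± 0.00366 (SD, n = 3) in young and 0.634 ± 0.00890 (SD, n = 3) in aged bulk-HSCs (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). Pdcd2 carried 95.0% of the weight in young mice, and Vwf was the only gene in aged mice. Without young ST-HSC replicate 3 the difference turned from −0.335 to 0.279, and a rescaled estimate on the genes of young mice gave −0.234. The composition of bulk-HSCs cannot be told from these values.

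For the gene lists, splits that parted all same-numbered pairs were counted for each of the 20 tests. In 13 tests the real split alone gave as small a p (1 of 4): E2F targets, HSC aging genes and p53 targets in each fraction, inflammation genes in ST-HSCs, myeloid genes in LT-HSCs, and both tests between young LT-HSCs and bulk-HSCs. It was 2 of 4 for inflammation in LT-HSCs and myeloid genes in bulk-HSCs, 3 of 4 for inflammation in bulk-HSCs and myeloid genes in ST-HSCs, and 4 of 4 for the lymphoid genes in each fraction. Splits that part fewer pairs put libraries of one number in the same group and were not counted. With 4 splits the share cannot fall under 0.05, so these counts leave open a grouping of the libraries at random for each list.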
